# Evolution of HER2-positive mammary carcinoma: HER2 loss reveals claudin-low traits in cancer progression

**DOI:** 10.1038/s41389-021-00360-9

**Published:** 2021-11-13

**Authors:** Veronica Giusti, Francesca Ruzzi, Lorena Landuzzi, Marianna L. Ianzano, Roberta Laranga, Elena Nironi, Laura Scalambra, Giordano Nicoletti, Carla De Giovanni, Martina Olivero, Maddalena Arigoni, Raffaele Calogero, Patrizia Nanni, Arianna Palladini, Pier-Luigi Lollini

**Keywords:** Breast cancer, Tumour heterogeneity

## Abstract

HER2-positive breast cancers may lose HER2 expression in recurrences and metastases. In this work, we studied cell lines derived from two transgenic mammary tumors driven by human HER2 that showed different dynamics of HER2 *status*. MamBo89HER2^*stable*^ cell line displayed high and stable HER2 expression, which was maintained upon in vivo passages, whereas MamBo43HER2^*labile*^ cell line gave rise to HER2-negative tumors from which MamBo38HER2^*loss*^ cell line was derived. Both low-density seeding and in vitro trastuzumab treatment of MamBo43HER2^*labile*^ cells induced the loss of HER2 expression. MamBo38HER2^*loss*^ cells showed a spindle-like morphology, high stemness and acquired in vivo malignancy. A comprehensive molecular profile confirmed the loss of addiction to HER2 signaling and acquisition of an EMT signature, together with increased angiogenesis and migration ability. We identified PDGFR-B among the newly expressed determinants of MamBo38HER2^*loss*^ cell tumorigenic ability. Sunitinib inhibited MamBo38HER2^*loss*^ tumor growth in vivo and reduced stemness and IL6 production in vitro. In conclusion, HER2-positive mammary tumors can evolve into tumors that display distinctive traits of claudin-low tumors. Our dynamic model of HER2 *status* can lead to the identification of new druggable targets, such as PDGFR-B, in order to counteract the resistance to HER2-targeted therapy that is caused by HER2 loss.

## Introduction

Breast cancer is a major clinical problem and is the most frequent cause of death by tumor in women [1]. Breast cancer is not a single entity, but rather a multitude of diseases that include several subtypes with extremely different molecular, morphological and clinical characteristics [2]. In past decades, -omic techniques were used to define four intrinsic subtypes: luminal-A, luminal-B, HER2-enriched and basal-like. Nevertheless, a certain degree of molecular and clinical heterogeneity was found even within each intrinsic subtype [3].

HER2-enriched tumors account for 20–25% of breast cancers, and anti-HER2 targeted drugs significantly improved the survival rate of these patients [4]. However, HER2-positive breast cancer still presents a challenge for clinicians and researchers, mainly due to high rates of intrinsic and acquired resistance to HER2-targeted therapies, and brain metastasis [5].

HER2-expression heterogeneity can be identified at three different levels: (a) inter-tumor heterogeneity among tumors of different patients classified as HER2-positive; (b) inter-lesion heterogeneity between primary tumor and metastasis in the same patient; (c) intra-tumor heterogeneity within single lesions. Inter-tumor heterogeneity means that HER2-positive-classified tumors harbor a different number of HER2 copies in their DNA, or that they express the protein at different levels [6]. Second, a meta-analysis study has shown that the percentage of HER2 discordance between primary tumor and metastasis was 10.8%; HER2 changed twice as often from positive to negative (21.3%) than vice versa (9.5%) [7]. Lastly, sub-populations with different levels of HER2 expression can be identified as distinct clusters or interspersed cells in 1–40% of HER2-positive breast cancers [8].

At any level, HER2 heterogeneity is a clinical issue with a profound, but still-to-be-uncovered impact on prognosis. Several, but not all, studies have reported faster progression and a decrease in survival in patients whose metastases lose HER2 expression [9, 10]. Intra-tumor heterogeneity has been reported to have a detrimental effect on prognosis as well [8].

The success of HER2-targeted therapy is strictly related to the HER2 addiction of tumor cells [11]. Receptor conversion entails a risk of treatment failure in discordant metastasis [7]. Furthermore, the treatment of heterogeneous lesions with targeted drugs runs the risk of promoting the selection of target-negative sub-populations, and the consequent acquisition of resistance to targeted therapies [8, 12]. Anyway, the promotion of HER2 loss by trastuzumab neoadjuvant therapy is debated [10, 13].

In HER2-positive breast cancer, HER2 amplification is supposed to be the major driver of oncogenic transformation and tumor growth, but even HER2-negative elements can harbor alternative driver mutations. Epithelial-to-mesenchymal transition (EMT) seems to be involved in breast cancer progression and the ability of cells to switch between different phenotypes, known as epithelial-mesenchymal plasticity, is associated with resistance to targeted therapies [14].

Various strategies were employed to transiently inhibit HER2 expression in vitro and in vivo, and this unavoidably leads to the inhibition of cell and tumor growth [15]. Some studies reported the emergence of HER2-negative clones from HER2/neu-positive cell lines either under non-adherent growth conditions or upon continuous treatment with targeted drugs [16–18]. However, none of these works shed light on the underlying mechanisms.

This present work takes advantage of a preclinical model of in vivo HER2-expression loss and aims to identify alternative targets for the therapy of HER2-negative secondary lesions.

## Materials and methods

### Mice

FVBhuHER2-transgenic mice [19], obtained from Genentech Inc. (South San Francisco, CA, USA), were bred in our animal facility and genetically screened as previously reported [20]. BALB/c Rag2^-/-^;Il2Rg^-/-^ mice [21], were used as an immunodeficient model that lacked B, T, and NK immune components. Non-transgenic FVB female mice (FVB/NCrl) were purchased from Charles River Laboratories (Calco, Como, Italy). Blinding to assess the outcome of in vivo experiments was not done. For drug treatments, animals from each litter were allocated random to the different treatments. Five mice were enrolled in each test group in order to have an 80% chance of showing, with a 5% significance, a 65% of success in the experimental group.

All animal procedures were performed in accordance with European directive 2010/63/UE and Italian Law (DL26/2014); experimental protocols were reviewed and approved by the institutional animal care and use committee (“Comitato per il Benessere Animale”) of the University of Bologna and by the Italian Ministry of Health with letter 688/2015.

### Cell lines

MamBo cell lines were established from mammary tumors of FVBhuHER2 virgin female mice. Tumors were minced and set in culture with an appropriate medium as previously described [22]. Cell lines were stabilized and cultured in DMEM (Thermo Fisher Scientific, Monza, Italy) that was supplemented with 20% fetal bovine serum (FBS, Thermo Fisher Scientific), 30 µg/ml bovine pituitary extract (Corning Life Sciences, Glendale, AZ, USA) and 0.5% v/v MITO Serum Extender (Corning). Cell cultures were maintained at 37 °C in a humified 5% CO_2_ atmosphere.

### Tumorigenicity and metastatic ability of MamBo cell lines

To evaluate the tumorigenicity of the MamBo cell lines, FVBhuHER2 virgin female mice (12–20-week-old) received the injection of 10^6^ cells into the mammary fat pad (m.f.p.) (MamBo89HER2^*stable*^ cell line *n* = 8, MamBo43HER2^*labile*^ cell line *n* = 3, MamBo38HER2^*loss*^ cell line *n* = 5). Animals were inspected weekly to follow tumor development, which was measured with a caliper. Tumor volume was calculated as π/12*(√ab)^3^, where a = maximal tumor diameter and b=maximal tumor diameter perpendicular to a. Mice were sacrificed before tumors reached 2.5 cm^3^ or 10% of mouse weight. At necropsy, tumors were harvested and disaggregated with trypsin-0.05% EDTA (Thermo Fisher Scientific) for cytofluorimetric analysis.

Experimental metastatic potential was assessed in FVBhuHER2 virgin female mice (8–17-week-old) via the injection of 10^5^ cells into a caudal vein (*n* = 5). The general health status of the mice was checked weekly and the mice were either euthanized, as previously described, either at any sign of lung metastasis, or 18 weeks after cell injection. Lungs were stained with ink, fixed in Fekete’s solution and metastases were counted under a stereoscope.

To evaluate the dose-dependent tumor growth of MamBo43HER2^*labile*^ cells in immunocompetent mice, different doses of cells (10^6^, 10^7^ and 2 × 10^7^) were subcutaneously (s.c.) injected into FVBhuHER2 virgin female 11-week-old mice. MamBo43HER2^*labile*^ cells (10^5^ cells) were also s.c. injected into Rag2^-/-^;Il2Rg^-/-^ immunodeficient female 8-week-old mice (*n* = 3), compared to FVBhuHER2 virgin female 14-week-old mice (*n* = 3), to inspect the contribution of adaptive immunity to HER2 loss.

### Cytofluorimetric analysis

Harvested cells and tumor samples, which had previously been dissociated to yield single-cell suspensions, were analyzed by immunofluorescence and cytofluorimetric analysis as previously described [22]. The antibodies used for indirect immunofluorescence included: rat anti-mouse CD16-CD32 antibody Fc block (clone 2.4G2; diluted 1:100; BD Pharmingen, CA, USA); mouse anti-human HER2 (MGR2, diluted 1:100, Alexis Biochemical, Enzo Life Sciences, Lansen, Swisse) and also kindly provided by Dr. Elda Tagliabue (IRCCS, Istituto Nazionale dei Tumori, Milan, Italy); rat anti-mouse CD140b (PDGFR-B) (APB5, diluted 1:100; BioLegend, CA, USA). Anti-mouse IgGAF488 (diluted 1:100; Thermo Fisher Scientific) and anti-rat IgGFITC (diluted 1:40; KPL) were used as secondary antibodies. Direct immunofluorescence made use of: anti-human HER2PE (clone Neu 24.7, diluted 1:20, BD Pharmigen); anti-mouse CD24AF488 (clone M1/69; diluted 1:10; BioLegend); anti-mouse-CD44PE (clone IM7; diluted 1:10, BioLegend); anti-mouse Sca1PE (clone E13-161.7, 1:100 dilution; BioLegend); and anti-mouse CD29PE (clone HMβ1-1; diluted 1:10; BioLegend). Data were acquired using CyFlow Space, (Sysmex Partec, Germany) and analyzed using FCSExpress (De Novo Software, Glendale, CA, USA).

### Mammosphere formation assay

The ability of MamBo cell lines to form mammospheres in vitro was assessed using the MammoCult Human Medium Kit (STEMCELL Technologies, Vancouver, Canada), according to the manufacturer’s protocol (*n* = 4). Briefly, 4 × 10^4^ cells were seeded in 4 ml complete MammoCult medium without serum in 6 well UltraLow Adherence plates. Mammospheres that were bigger than 60 µm were counted on day 7. The same protocol was employed to evaluate the ability of MamBo38HER2^*loss*^ to form mammospheres in a medium that contained sunitinib 5 µM (vehicle and sunitinib *n* = 4; two tests with untreated cells were also run in parallel).

### Induction of HER2 loss in vitro and in vivo and trastuzumab treatment

MamBo43HER2^*labile*^ cells were kept in culture with trastuzumab (Herceptin, Roche) 120 h to evaluate the short-term growth inhibition and level of HER2 expression. A long-term culture, 2 months, was performed in the presence of 30 μg/ml trastuzumab. Cells were counted weekly and seeded at a concentration of either 1.6 × 10^5^ cells/cm^2^ (high density, also referred to as MamBo43HER2^*labile*^ TRT cells) or 4 × 10^4^ cells/cm^2^ (low density). In parallel, cells were harvested for molecular analysis, cytofluorimetric analysis of HER2 and stemness-marker expression. A third culture, without trastuzumab, was performed by seeding MamBo43HER2^*labile*^ cells at a lower density (10^4^ cells/cm^2^). Cells were split and harvested for cytofluorimetric analysis twice a week.

MamBo43HER2^*labile*^ cells (10^6^ cells) were s.c. injected into FVBhuHER2 virgin female mice (13–16-week-old) that were treated intraperitoneally (i.p.) with either saline (vehicle, *n* = 5) or trastuzumab 4 mg/kg twice a week starting from day 3 after cell injection (*n* = 5, a censored mouse at 2 weeks from cell injection was not included in tumor growth analysis).

### Sensitivity to demethylating agent

MamBo38HER2^*loss*^ cells were seeded at 8 × 10^4^ cells/cm^2^. After 24 h of seeding, cells were treated with vehicle (DMSO 0.02%), 5-aza-2′-deoxycytidine (Merck Life Science, Milano, Italy) 0.5 μM or 5 μM. Treatment was renewed after 72 h. Cells were harvested after 48, 72, and 144 h of treatment (from the first treatment) and counted. HER2 expression was determined by cytofluorimetric analysis.

### Sensitivity to sunitinib in vitro and in vivo

Sensitivity to sunitinib (sunitinib malate, LC Laboratories, MA, USA) was determined using the WST-1 reagent (Merck), according to the manufacturer’s instructions, on MamBo38HER2^*loss*^ cells, seeded at 3.125 × 10^3^ cells/cm^2^ in 96-well plates (Corning Life Sciences) and treated with sunitinib 0.1, 0.5, 1, 5, and 10 µM. Drug sensitivity was evaluated 72 h after treatment.

Sunitinib sensitivity in MamBo38HER2^*loss*^ cells (0.5 × 10^3^ cells/cm^2^) was also evaluated under 3D non-adherent conditions, as previously described [22]. Colonies were counted after 14 days.

The migratory ability of MamBo38HER2^*loss*^ cells in the presence of sunitinib was evaluated in a wound-healing test. Cells were seeded in 24-well plates in complete medium and allowed to sit until confluence. The cell monolayer was scratched with a pipette tip 200 μl, the medium was changed with or without sunitinib, 5 µM, and wound width was measured at times 0 and 24 h after scratching (untreated *n* = 8, vehicle *n* = 6, sunitinib 5 µM *n* = 8). Migratory ability was calculated as width (24 h)/width(t0)*100. FVBhuHER2 virgin female mice (8–16-week-old) that harbored tumors that were induced by the s.c. injection of MamBo43HER2^*labile*^ cells (10^6^ cells) were treated daily with sunitinib 60 mg/kg *per os* by gavage starting from 3 days after cell injection (*n* = 5, a censored mouse at 1 week from cell injection was not included in tumor growth analysis). Animals in the vehicle group received Methylcellulose 0.5%+Tween80 0.4% (all from Merck) (*n* = 5). FVB virgin female 8-week-old mice that harbored tumors that were induced by the s.c. injection of MamBo38HER2^*loss*^ cells (2.5 × 10^4^ cells) were treated daily with sunitinib 60 mg/kg *per os* by gavage starting from 1 day after cell injection (*n* = 5). Animals in the vehicle group received Methylcellulose 0.5%+Tween80 0.4% (*n* = 5).

### RNA-sequencing

Total RNA was extracted from cell pellets using Trizol Reagent (Thermo Fisher), according to the manufacturer’s instructions. RNA-seq libraries were generated using TruSeq RNA Sample Prep Kit v2 (Illumina), according to the manufacturer’s recommendations. High-throughput sequencing was carried out on a NextSeq 500 (Illumina) using 75 nucleotides, in single-end mode. Reads were analyzed on a SeqBox [23]. The generation of Demultiplexing (bcl2fastq Illumina tool version 2.17.1.14-2) counts using STAR (version 2.5) /RSEM (version 1.3.0), and differential gene expression analysis using DESeq2 (version 1.14.1, adjusted *P*-value < 0.1 and |log2 fold change | ≥1) were all performed within the SeqBox framework [23]. Two distinct analyses were performed on differentially expressed genes. Functional enrichment analysis was performed using the EnrichR web tool (https://maayanlab.cloud/Enrichr/) and protein-protein interactions were detected using the STRING database (www.string-db.org).

In the HER2-positive *vs* HER2-negative comparison, we also included samples from MamBo89HER2^*stable*^ cells and MamBo38HER2^*loss*^ cells that were treated long-term with trastuzumab for either 30 days (then w/o 30 days) or 60 days, both maintaining the initial shape, HER2 expression level and stemness profile of correspondent untreated cells. In detail, the HER2-positive samples included MamBo89HER2^*stable*^ parental cells, trastuzumab-treated MamBo89HER2^*stable*^ cells, a HER2-positive MamBo89HER2^*stable*^ clone and MamBo43HER2^*labile*^ cells. HER2-negative samples included MamBo38HER2^*loss*^ parental cells, trastuzumab-treated MamBo38HER2^*loss*^ cells and high density seeding MamBo43HER2^*labile*^ trastuzumab-treated (TRT) cells (30 days then w/o 30 days or 60 days) having lost HER2 expression. The comparison of HER2 stable *vs* HER2 labile cells only included MamBo89HER2^*stable*^ parental cell line and its HER2-positive clone, and MamBo43HER2^*labile*^ cells. For each sample were tested three replicates, at least (except for MamBo38HER2^*loss*^ trastuzumab-treated cells since the analysis included only two samples).

### IL6 production

Supernatants were collected from cells that were seeded 8 × 10^4^ cells/cm^2^ in medium that contained either sunitinib 5 µM (LC Laboratories, MA, USA) or DMSO 0.05% (here referred as vehicle) (Merck) or no drug. mIL6 production was analyzed using mouse IL-6 Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA), according to the manufacturer’s protocol. The concentration of each sample was calculated by interpolating values on a standard curve. A stable IL6 producer mouse mammary cancer cell line (TS/A-IL6) was used as positive control of IL6 production [24].

### Real-Time PCR

RNA was extracted, quantified and reverse transcribed as previously reported [25]. cDNA was amplified using Sso Advanced SyBR Green Supermix (Bio-Rad Laboratories, CA, USA) reagents. Reactions were performed in a Thermal Cycler CFX96 (Bio-Rad Laboratories). Analyses were performed using Bio-Rad CFX Manager 3.1 Software, and relative quantification was calculated as ΔCt= Ct_gene_-Ct_housekeeping_. We used the following Bio-Rad assays: Cdh1 (qMmuCID0006332); Col3a1 (qMmuCID0006332); Col5a2 (qMmuCID0011413); Dsp (qMmuCID0019458); Fgfbp1 (qMmuCID0007813); Igfbp4 (qMmuCID0006155); Il1rn (qMmuCID0009153); Mmp2 (qMmuCID00021124); Ocln (qMmuCID0005446); Pdgfrb (qMmuCID0025167); Sparc (qMmuCID0023536); Vcan (qMmuCID0005235); Snai1 (qMmuCID0024342); Zeb1 (qMmuCID0009095); Zeb2 (qMmuCED0046769); Twist1 (qMmuCED0004065); and Ltbp1 (qMmuCED0045004). Custom HER2 primers were also used [26]. Mouse TBP ([27] or Bio-Rad assay qMmuCID0040542) was used as housekeeping gene.

DNA was extracted using a PureLink Genomic DNA Mini kit (Thermo Fisher Scientific), according to the manufacturer’s protocol. HER2 copy number was detected by Real-Time PCR using HER2 qHsaCEP0052301 assay (Bio-Rad Laboratories) and was normalized over human/mouse Ptger2 [28]. Amplification was performed using Sso Advanced Universal Probes Supermix (Bio-Rad Laboratories). The copy number of the human and murine cell lines was inferred by considering that MCF7 and MDA-MB-231 harbor 2 copies of HER2 in the genome. Human cell-line culture conditions have previously been reported [29].

### Western blot analysis

Protein extraction and Western blotting were performed as reported previously [20]. The following primary antibodies were used: anti-HER2 (clone 3B5, diluted 1:1000, Calbiochem, Merck), anti-pNeu (Tyr 1248) (diluted 1:1000, Santa Cruz Biotechnology, Santa Cruz, CA), anti-Stat3 (clone 124H6, diluted 1:1000, Cell Signaling, Danvers, MA), anti-pStat3 (clone D3A7, diluted 1:2000, Cell Signaling), anti-Actin (diluted 1:1000, Merck). Membranes were either incubated with polyclonal horse-radish-peroxidase conjugated anti-rabbit IgG antibody (diluted 1:3000, Bio-Rad Laboratories), or anti-mouse IgG antibody (diluted 1:1000, Santa Cruz Biotechnology). Protein presence was detected by chemiluminescent reaction (Bio-Rad Laboratories) before film exposure.

### Statistical analysis

Experimental in vitro conditions analyzed with statistical measures were repeated two times, at least. The number of samples was reported in the Materials and Methods and/or in the Figure Legend. Statistical analyses were performed through Prism 5 software (GraphPad software, La Jolla, CA, USA). The two-tailed unpaired Student’s *t*-test or t test with Welch’s correction were performed according to assumptions of the tests and the variance between the compared groups. The used test was reported in Figure Legend. All values are depicted as the mean and SEM.

## Results

### Loss of HER2 expression

FVB human HER2-transgenic (FVBhuHER2) mice develop spontaneous tumors with a heterogeneous expression of human HER2 [22]. Cell lines derived from tumors with a high HER2 level displayed different HER2-expression dynamics in vivo. We focused on two of these tumors to study cell behavior and involved mechanisms. Tumor A gave rise to the MamBo89HER2^*stable*^ cell line, which displayed high and stable HER2 expression that was maintained upon in vivo injection. Tumor B gave rise to the MamBo43HER2^*labile*^ cell line which, despite its comparably high expression of HER2, gave rise to HER2-negative tumors (Fig. 1 and Supplementary Fig. S1). The MamBo38HER2^*loss*^ cell line was derived from a tumor induced *via* the in vivo injection of the MamBo43HER2^*labile*^ cell line. MamBo38HER2^*loss*^ did not express HER2 on the cell surface (Fig. 1). No HER2-positive tumors were obtained from MamBo43HER2^*labile*^ cells that were injected in severely immunocompromised mice, lacking T, B and NK cells, proving that immune responses were not involved in HER2 loss (Supplementary Fig. S1).

**Fig. 1:**
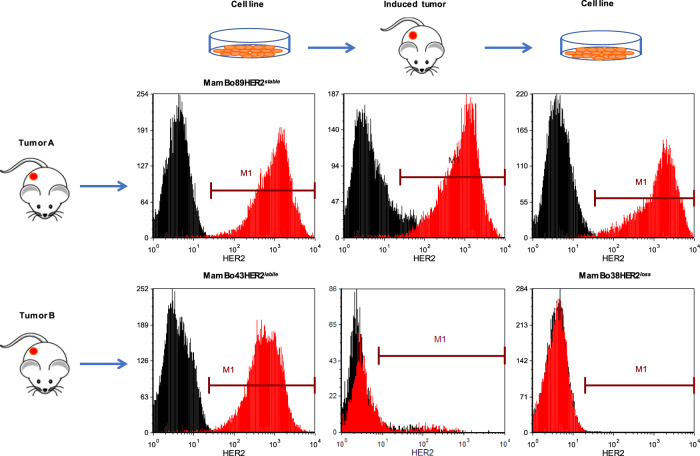
MamBo cell lines and dynamic HER2 expression. Panels show representative profiles of HER2 level as measured by cytofluorimetric analysis. Black profile, secondary antibody alone; red profile, anti-HER2 antibody.

### MamBo38HER2^loss^ cells show mesenchymal and stem-like properties

The HER2-negative cell line, MamBo38HER2^*loss*^, displayed peculiarities compared to HER2-positive cell lines both in vitro and in vivo. MamBo89HER2^*stable*^ and MamBo43HER2^*labile*^ cell lines grew in vitro as monolayers of polygonal cells, whereas the MamBo38HER2^*loss*^ cell line formed a multilayer of spindle-like cells. The MamBo38HER2^*loss*^ cell line displayed a higher capacity to form mammospheres than MamBo89HER2^*stable*^ and MamBo43HER2^*labile*^ cell lines (Fig. 2A) together with highly stemness features: over 95% of cells were CD24^negative^/CD44^high^ and expressed high levels of Sca1 and CD29. The MamBo89HER2^*stable*^ cell line had a stemness profile with 3% of cells being CD24^low^/CD44^high^ and expressing other stemness markers at medium-high levels. On the contrary, MamBo43HER2^*labile*^ cells were mainly CD24^high^/CD44^negative^/Sca1^low^/CD29^high^, and hence not stemness, except for a tiny sub-population of cells (1%) that displayed stemness characteristics (Fig. 2B).

**Fig. 2:**
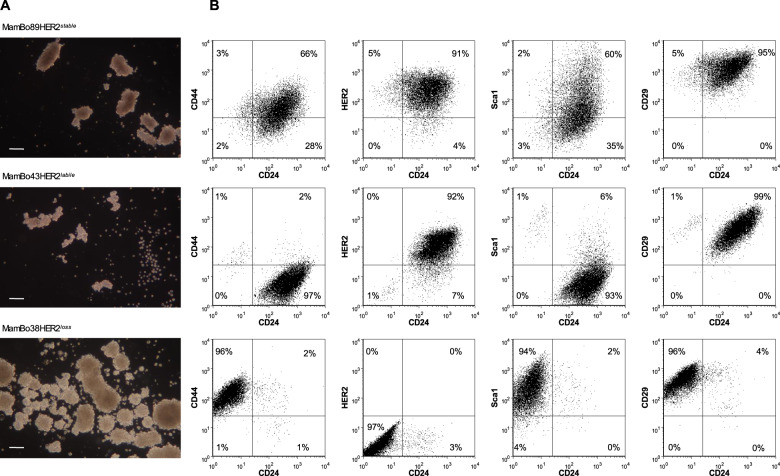
Stemness profile of MamBo cell lines. **A** Dark-field micrographs of mammosphere formation assay. White bar corresponds to 200 μm. Mean number of mammospheres ± SEM (*n* = 4): MamBo89HER2^*stable*^, 23 ± 1; MamBo43HER2^*labile*^, 17 ± 1; MamBo38HER2^*loss*^, 69 ± 9; MamBo38HER2^*loss*^ *vs* MamBo89HER2^*stable*^ and MamBo43HER2^*labile*^ cell lines, *p* < 0.01 by Student’s *t*-test. **B** Expression of HER2 and stemness markers CD24, CD44, Sca1 and CD29, in cells cultured under 2D-adherent conditions, measured by cytofluorimetric analysis.

Upon orthotopic in vivo injection, the MamBo38HER2^*loss*^ cell line displayed higher tumorigenicity than the HER2-positive cell lines (Fig. 3). Upon intravenous injection, the MamBo38HER2^*loss*^ cell line displayed the highest experimental metastatic ability and led to the complete substitution of lungs with metastatic nodules (>200) within 3 weeks. On the other hand, HER2-positive cell lines gave rise to few (MamBo89HER2^*stable*^ cells, median number of metastasis 2, range 0–4, and incidence 4/5 mice) or no (MamBo43HER2^*labile*^ cells) lung metastases 18 weeks after cell injection.

**Fig. 3:**
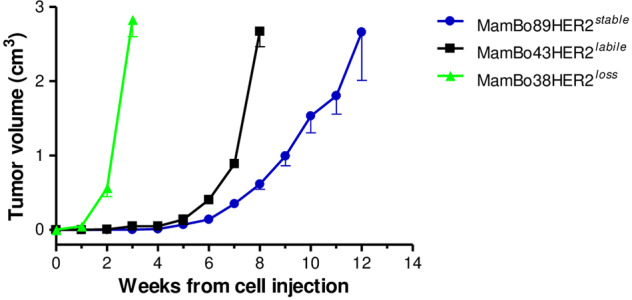
In vivo growth of MamBo cell lines (after injection of 10^6^ cells in m.f.p.) in FVBhuHER2 female mice. Cell lines: MamBo38HER2^*loss*^ (green triangle), MamBo43HER2^*labile*^ (black square) and MamBo89HER2^*stable*^ (blue circle). Mean and SEM from 3–8 mice per group is shown. MamBo38HER2^*loss*^ growth was significantly faster, from 1 week after cell injection onwards, than MamBo43HER2^*labile*^ and MamBo89HER2^*stable*^ cell lines, *p* < 0.01 by unpaired t test with Welch’s correction. From 6 weeks after cell injection, MamBo43HER2^*labile*^ cells also grew faster compared to the MamBo89HER2^*stable*^ cell line, *p* < 0.001 at 6-7 weeks and *p* = 0.068 at 8 weeks by unpaired t test with Welch’s correction.

To sum up, the loss of HER2 expression in the MamBo38HER2^*loss*^ cell line was accompanied by spindle-like morphology, increased stemness and greater in vivo malignancy.

### Mechanisms of HER2 loss in vitro

Loss of HER2 expression in transgenic cell lines is not an unheard of evidence: we previously documented a similar phenomenon among cells obtained from transgenic mice harboring a rat HER2/neu gene [30]. The loss of HER2 expression in MamBo38HER2^*loss*^ cells could be the consequence of genomic events affecting the transgene. However, when we analyzed the HER2 copy number of MamBo38HER2^*loss*^ cells we found that it was similar to that of HER2-positive MamBo43HER2^*labile*^ cells (Supplementary Table S1), thus ruling out a total loss of transgene. We now plan to sequence the genome of this cells to determine whether the genes are intact.

The level of HER2 transcript was barely detectable, about 1000-times less in MamBo38HER2^*loss*^ cells as compared to MamBo89HER2^*stable*^ and MamBo43HER2^*labile*^ cells (Supplementary Fig. S2A).

Western blot analysis showed a complete lack of HER2 proteins within the cells (Supplementary Fig. S2B) thus excluding post-translational events.

To determine whether DNA methylation could be involved in the loss of HER2 expression we treated MamBo38HER2^*loss*^ cells with the DNA methil-transferase inhibitor 5-Aza-2’-deoxycytidine, however HER2 expression was not induced and the cells remained negative (Supplementary Fig. S3). We are currently studying whether other epigenetic modulators could be effective in unblocking HER2 expression in MamBo38HER2^*loss*^ cell line.

### Induction of HER2 loss in vitro

We investigated whether and how trastuzumab may affect HER2-expression loss in the MamBo43HER2^*labile*^ cell line.

Under adherent 2D-culture conditions, trastuzumab had little efficacy in inhibiting the growth of the MamBo43HER2^*labile*^ cell line (Supplementary Fig. S4A). Nevertheless, a cytofluorimetric analysis of trastuzumab-treated cells revealed an intriguing increase in the HER2-negative population (untreated 6% *versus* trastuzumab 16%) (Supplementary Fig. S4B).

We therefore set up continuous in vitro culture with trastuzumab at 30 μg/ml for 2 months to verify whether prolonged exposure to trastuzumab can induce HER2-expression loss in the MamBo43HER2^*labile*^ cell line (Fig. 4). Untreated cells kept growing, over time and in vitro passages, as a monolayer of polygonal cells (Fig. 4C), whereas, in the presence of trastuzumab, an increasing subpopulation of spindle-like cells took over with only tiny islets of polygonal cells remaining interspersed within the multilayer after two months (Fig. 4E). The percentage of HER2-positive cells gradually diminished in trastuzumab-treated cells. However, a small percentage of HER2-positive cells (≤10%) was always detectable in the trastuzumab-treated population (Fig. 4A). In parallel with the reduction of the HER2-positive population, a sub-population with stemness characteristics (CD24^negative^/CD44^high^) was gradually expanded from an initial presence of less than 1% up to 65% after 2 months (Fig. 4B).

**Fig. 4:**
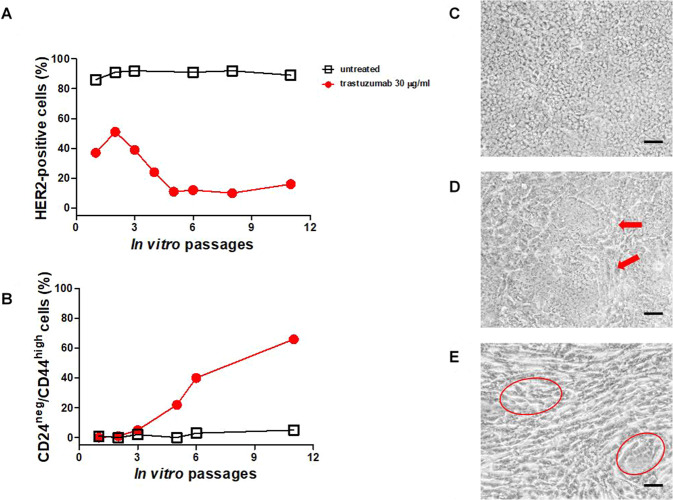
Phenotypic evaluation of MamBo43HER2^*labile*^ cells maintained in continuous culture with and without trastuzumab. **A**, **B** Cytofluorimetric analysis of cell culture at different time points in terms of number of in vitro passages. Black open square, untreated cells; red solid circle, cells cultured in presence of 30 µg/ml of trastuzumab. **A** Percentage of HER2-positive cells; **B** Percentage of cells with the staminal phenotype CD24^negative^/CD44^high^. **C**–**E** Micrographs of untreated cells after 4 in vitro passages **C** or trastuzumab-treated cells after 4 in vitro passages **D** and 8 in vitro passages **E**. Untreated cells are uniformly polygonal, whereas trastuzumab-treated cells show spindle-like area (indicated by the red arrows) after 4 in vitro passages. After 60 days of treatment (8 in vitro passages), the spindle-like population takes over and only a few islets of polygonal cells remain (indicated by the red circles). Black bar corresponds to 200 µm.

To understand whether the loss of HER2 expression was specifically related to trastuzumab treatment or whether it was an off-target consequence of any treatment that alters cell density, MamBo43HER2^*labile*^ cells were seeded at lower cell doses than in the previous experiment (4 × 10^4^ cells/cm^2^ *versus* 1.6 × 10^5^ cells/cm^2^) and again treated with trastuzumab at 30 µg/ml for two months (Fig. 5). Trastuzumab-treated cells acquired spindle-like morphology and the HER2-negative population took over (Fig. 5D). Moreover, 70% of the cells showed a stemness profile at the end of the long-term culture (Fig. 5I), as well as in high density cell seeding (Fig. 4 and Fig. 5B and G). Unexpectedly, even untreated cells spontaneously and gradually acquired spindle-like morphology at lower seeding density, and HER2 expression was detectable in less than 25% of cells after two months (Fig. 5C). At the same time, 70% of cells acquired a stemness phenotype (Fig. 5H). A further reduction in cell seeding dose (10^4^ cells/cm^2^) prompted the fast-track acquisition of the spindle-like morphology, the loss of HER2 expression and an enhancement in stemness within only one month, even in the absence of trastuzumab treatment (Fig. 5E and J). Cleaved forms of HER2 were not detected in cells with low/absent expression of full-length HER2 (Fig. 5K). Furthermore, we observed a significantly faster tumor growth of MamBo43HER2^*labile*^ cells in mice treated with trastuzumab than in untreated mice (Supplementary Fig. S4C). Overall trastuzumab appears to enhance the spontaneous trend towards the loss of HER2-expression in MamBo43HER2^*labile*^ cell line.

**Fig. 5:**
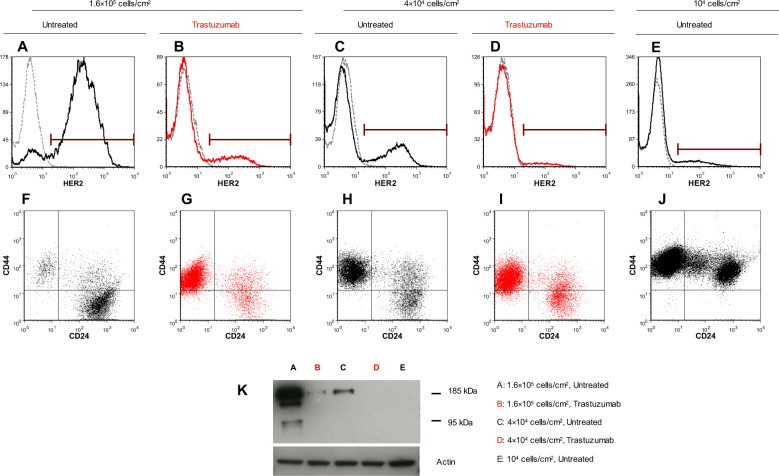
Effect of cell seeding and trastuzumab on phenotypic profile of MamBo43HER2^*labile*^ cells. Continuous cultures in control medium **A**, **C**, **E**, **F**, **H**, **J** or trastuzumab 30 µg/ml **B**, **D**, **G**, **I**. Level of HER2 **A**–**E** and stemness markers CD24 and CD44 **F**–**J** were measured by cytofluorimetric analysis. Cell seeding dose: 1.6 × 10^5^ cells/cm^2^, 60 days of culture **A**, **B**, **F**, **G**; 4 × 10^4^ cells/cm^2^, 60 days of culture **C**, **D**, **H**, **I**; 10^4^ cells/cm^2^, 30 days of culture **E**, **J**. **K** Western blotting analysis for HER2.

### Molecular portrait of HER2 dynamic expression

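RNA from 11 cultures of the MamBo lines was sequenced, with 1 library for each culture. The 5 HER2-positive libraries came from MamBo89HER2 stable (untreated parental cells, an untreated clone, cells kept in trastuzumab for 60 days, and cells given trastuzumab for 30 days and then kept for 30 days without it) and from untreated MamBo43HER2 labile. The 6 HER2-negative libraries came from MamBo38HER2 loss (2 untreated cultures and a culture under each of both trastuzumab schedules) and from MamBo43HER2 labile cells that had lost HER2 under each schedule (MamBo43 TRT). Trastuzumab was used at 30 µg/ml. The paper's methods state that at least 3 replicates were tested for each sample, except for trastuzumab-treated MamBo38, for which they name 2 samples. The libraries were read in single-end mode over 75 nucleotides. The authors aligned the reads with STAR, counted them on mouse genes with RSEM and deposited expected counts, which are whole numbers for all 21846 genes. Total counts ranged from 17040454 to 26212551 in the HER2-positive libraries, with a median of 18356320, and from 17263613 to 27127662 in the HER2-negative libraries, with a median of 20662039. The paper's text states no other depth. In a library, 3 counts correspond to between 0.113 and 0.179 CPM (counts scaled to a common library size), taken here as the detection floor for a gene. From these counts, CPM were computed with library sizes scaled by edgeR's TMM method, and the 12364 genes with enough counts for a test were compared by edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change of at least 1, which are the thresholds of the paper's methods. The authors used DESeq2, which was run here as an alternative. All HER2-negative libraries derive from tumor B, as does untreated MamBo43, while the 4 MamBo89 libraries derive from tumor A. HER2 status within tumor B thus rests on 1 HER2-positive library. In addition, 3 of the 4 MamBo38 libraries carry a code in their names that no other library has, so that this code and HER2 loss cannot be told apart in those 3 libraries.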

The transcriptomes of the cell lines that had lost HER2 expression, spontaneously in vivo or upon trastuzumab treatment in vitro, were compared to HER2-positive cell lines. 

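The libraries of MamBo89, of MamBo38 and of MamBo43 TRT were first compared within each of these groups, counting the genes above 5 CPM in either library that differed by at least 2-fold. Among the MamBo89 libraries, the clone differed from the other 3 in 1605 to 2100 genes, whereas those 3 differed from each other in 42 to 232 genes. The MamBo38 libraries that share a code differed from each other in 5 to 10 genes, and the untreated MamBo38 library with the other code differed from them in 514 to 658 genes. The pair of MamBo43 TRT libraries differed in 535 genes. None of these 13 pairs of libraries held identical counts, and the chi-square statistic per degree of freedom was at least 8.18 in each of them. Trastuzumab-treated MamBo89 libraries (n = 2) were then compared with the untreated ones (n = 2), and no gene was called among 12046 tested, with 186 genes at an unadjusted p under 0.05. The same comparison in MamBo38 called 0 of 11861 genes, with 503 at an unadjusted p under 0.05. In MamBo38, the 2 untreated libraries carry different codes and both treated ones carry the code found only in this line. Within that code, 2 treated libraries against 1 untreated library, edgeR called 8 of 12072 genes, with 867 at an unadjusted p under 0.05. DESeq2 called 9 genes in MamBo89 and 5 in MamBo38. In MamBo89, 1 of the 2 untreated libraries is the clone, which differed from the parental library in 1636 genes. The parental library differed from the treated ones in 42 and 169 genes. The clone thus widens the spread, and no fit without it was run. The lack of edgeR calls in MamBo89 therefore does not exclude an effect of trastuzumab.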

Samples included in the comparison were listed in *Materials and Methods* section (subsection RNA-Sequencing). This analysis identified 751 differentially expressed genes: 402 were up-regulated in HER2-negative cell lines, whereas 349 were down-regulated. 

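Between the 6 HER2-negative and the 5 HER2-positive libraries, edgeR called 4052 of the 12364 tested genes, of which 1956 were higher and 2096 were lower in HER2-negative libraries. An adjusted p under 0.1 alone was reached by 7459 genes. In 2966 of the called genes, every HER2-negative library lay on the same side of every HER2-positive library, as in 34.9% of all tested genes. For a gene not selected by its test, chance would give this in 0.433% of splits of 11 independent libraries into 6 and 5. These libraries are not independent, since they come from a few lines, and MamBo38 libraries that share a code differed in only 5 to 10 genes. A difference between lines can thus set the groups apart in the same way. The alternative that moved the count most was to sum the counts of each cell line and HER2 status, so that 2 sums stood against 2, and it left 4 genes. The sums count each line and status once, whereas the main fit counts cultures of one line as independent. Of 91 single genes followed over the alternatives, 64 lost their call with the sums, 21 were unchanged and 6 reversed direction. DESeq2 called 5030 genes, 2431 of them higher, and 3962 of these were also called by edgeR in the same direction. With tumor of origin as a covariate, 3273 genes were called, of which 2475 were among the 4052, and 2459 of those had the same direction. The call count lay between 3795 and 4607 when each library was left out in turn. In the 8 libraries that share a code (5 HER2-positive and 3 HER2-negative), 3630 genes were called, 3163 of them among the 4052. Of 50 genes that the paper names, or that were taken for a name such as Stat or VEGFR, 48 could be tested and 37 were called. The same number passed when p was adjusted over those genes alone. The paper named many of them from its own comparison of these lines, so their calls are no independent evidence.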

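Fixed lists of genes were tested as groups, since the databases of biological processes and KEGG pathways were not used here. The lists were 5 families defined by gene symbol or structure (collagens, claudins, keratins, desmosome genes and integrins) and lists of epithelial and mesenchymal genes. The test was limma's camera, which asks whether the genes of a list rank higher or lower than the other tested genes, with p adjusted over the 7 lists. The mesenchymal genes ranked higher in HER2-negative libraries (36 genes, median log2 fold change 4.00, limma adjusted p = 4.05e-10). The epithelial genes ranked lower (36 genes, median -4.03, limma adjusted p = 2.69e-07), as did the desmosome genes (11 genes, median -2.69, limma adjusted p = 0.00174). Keratins (9 genes, median -1.73, limma adjusted p = 0.0691) and claudins (8 genes, median -3.53, limma adjusted p = 0.0934) also ranked lower. The latter pair did not pass the threshold of 0.1 with tumor of origin as a covariate. A minimum of 10 counts in every library takes out genes that are lost in one group. It left 2 keratins and 1 claudin, too few for a test of these families. Only 3 of the 36 epithelial genes were left, and that list still ranked lower (limma adjusted p = 0.00608). Collagens (30 genes, limma adjusted p = 0.207) and integrins (18 genes, limma adjusted p = 0.305) did not rank apart from the other genes. Both passed only with limma's fry, a rotation test of each list against no change, at an adjusted p of 0.0078. Thus 5 of the 7 lists passed with camera, and 37 of 100 splits of the 11 libraries into 5 and 6, the real one included, gave at least as many. The number of lists that passed thus does not set HER2 status apart from other groupings of these libraries.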

Differentially expressed genes were significantly associated into 25 different biological processes (Fig. 6A) and 24 KEGG pathways (Fig. 6B), which overall indicated a differential angiogenesis, migration ability, exocytosis, cell-cell adherence and communication and cellular differentiation. The up-regulated genes in HER2-negative cells are involved in extracellular matrix organization, the homo-oligomerization of proteins, angiogenesis and HIF-1 alpha signaling, exocytosis, the biosynthesis of compounds and cell signaling, and platelet activation. 

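For the extracellular matrix, 30 collagen genes were tested, of which 16 were higher and 8 lower in HER2-negative libraries. Col3a1 (ENSMUSG00000026043, chromosome 1 of GRCm38, 45311538 to 45349706) had 479 ± 116 CPM (SD, n = 6) in HER2-negative and 4.65 ± 10.2 CPM (SD, n = 5) in HER2-positive libraries, a log2 fold change of 6.67 (standard error 1.66, edgeR adjusted p = 0.00606). Its counts were at or under 4 in the MamBo89 libraries, and MamBo43 had 22.9 CPM. Leaving out each library moved the log2 fold change of Col3a1 between 6.35 and 12.47. With untreated libraries only, the adjusted p of Col3a1 was 0.129, and the range over the alternatives other than leaving out a library was 9.71e-05 to 0.296. The proteoglycan gene Vcan was 398 ± 74.2 CPM (SD, n = 6) against 2.99 ± 3.89 CPM (SD, n = 5), with a log2 fold change of 7.04 (standard error 0.74, edgeR adjusted p = 2.77e-05). Of 22 matrix metalloproteinase genes in the counts, 11 were tested, 5 were called higher and 2 were called lower. Mmp2 had 488 ± 84.3 CPM (SD, n = 6) in HER2-negative and 44.5 ± 37.2 CPM (SD, n = 5) in HER2-positive libraries (log2 fold change 3.45, standard error 0.73, edgeR adjusted p = 0.00231). From the functions of the differentially expressed genes, the paper reads an overall difference between the lines in angiogenesis, migration ability, exocytosis, adherence and communication between cells, and differentiation.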

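Genes of epithelial cells, many of them for proteins of the cell surface and its junctions, were examined among the 2096 genes lower in HER2-negative libraries. In the list of 36 tested epithelial genes, 28 were called lower, none was called higher, and all 36 had a negative log2 fold change, from -9.18 to -0.22. Among the 11 tested desmosome genes, 6 were called lower. The integrins were split, with 5 called higher and 6 called lower among 18 tested. With tumor of origin as a covariate, 15 of the epithelial genes and 4 of the desmosome genes were called lower. The calls then rest on the comparison of MamBo43, a single library, with the HER2-negative libraries of tumor B.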

The down-regulated genes in HER2-negative cells are involved in protein localization to plasma membrane and cell periphery.

**Fig. 6:**
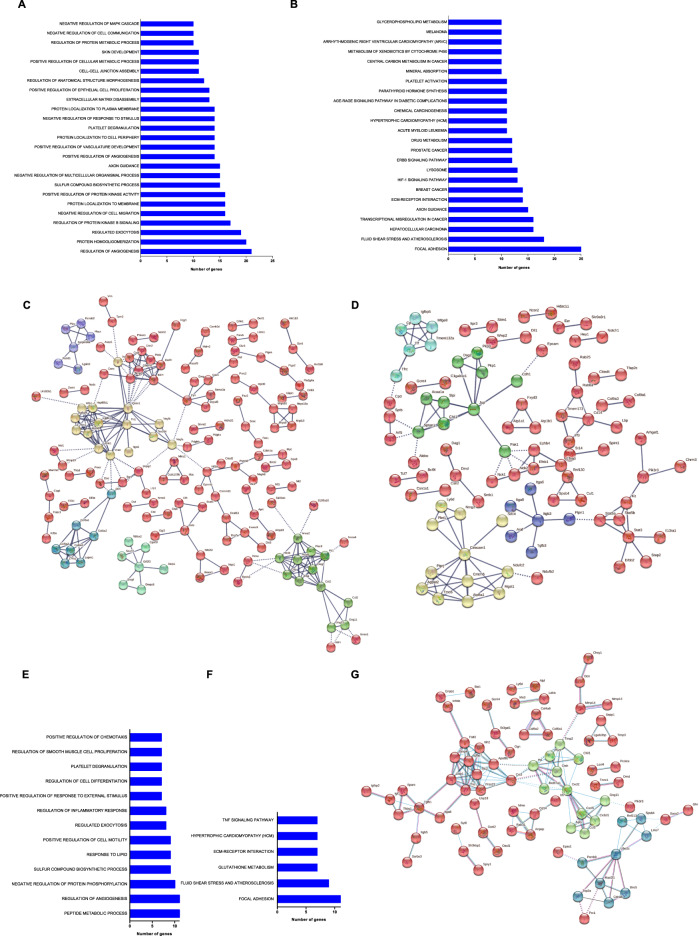
Differentially expressed genes in HER2-positive and HER2-negative cell lines **A**–**D** and in MamBo89HER2^*stable*^ versus MamBo43HER2^*labile*^ cells **E**–**G**. **A**, **E** Biological processes and **B**, **F** KEGG pathways with adjusted *p*-value<0.05, gathering genes >10 and excluding biological processes and pathways with a number of genes >200. **C**, **D** Representation of protein-protein interactions among HER2-negative up-regulated **C** and down-regulated **D** gene products (STRING, interaction confidence level 0.9, K-means cluster 5). **G** Representation of protein-protein interactions among MamBo89HER2^*stable*^ versus MamBo43HER2^*labile*^ differentially expressed genes *(*STRING, interaction confidence level 0.9, K-means cluster 3).

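Fn1 (fibronectin 1, ENSMUSG00000026193) lies on chromosome 1 of GRCm38 from 71585520 to 71653200. It had 27276 ± 8486 CPM (SD, n = 6) in HER2-negative and 875 ± 816 CPM (SD, n = 5) in HER2-positive libraries. The log2 fold change was 4.96 (standard error 0.68, edgeR adjusted p = 1.43e-04), and it stayed between 4.67 and 5.71 with each library left out in turn. Vim (vimentin, ENSMUSG00000026728, chromosome 2, 13573927 to 13582826) had 1899 ± 1174 CPM (SD, n = 6) and 49.3 ± 26.6 CPM (SD, n = 5), respectively, with a log2 fold change of 5.27 (standard error 0.65, edgeR adjusted p = 6.92e-05). The range of the Vim estimate with each library left out was 5.02 to 5.62. Leaving out a library keeps others of its line in, so these ranges do not show how far a value depends on the line. Over the 9 alternatives other than leaving out a library, the log2 fold change was 4.15 to 5.60 for Fn1 and 4.95 to 6.19 for Vim. Each gene was called in 8 of the 9. For both genes, all 6 HER2-negative libraries lay above all 5 HER2-positive ones. Vim differed within the HER2-negative group, at 2581 CPM on average in MamBo38 and 535 CPM in MamBo43 TRT, a log2 fold change of -2.27 in MamBo43 TRT (standard error 0.24, edgeR adjusted p = 6.56e-04). Untreated MamBo43 had 561 CPM of Fn1, within the range of the MamBo89 libraries, and 26.0 CPM of Vim, just below the lowest of them.

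**Figure D1:**
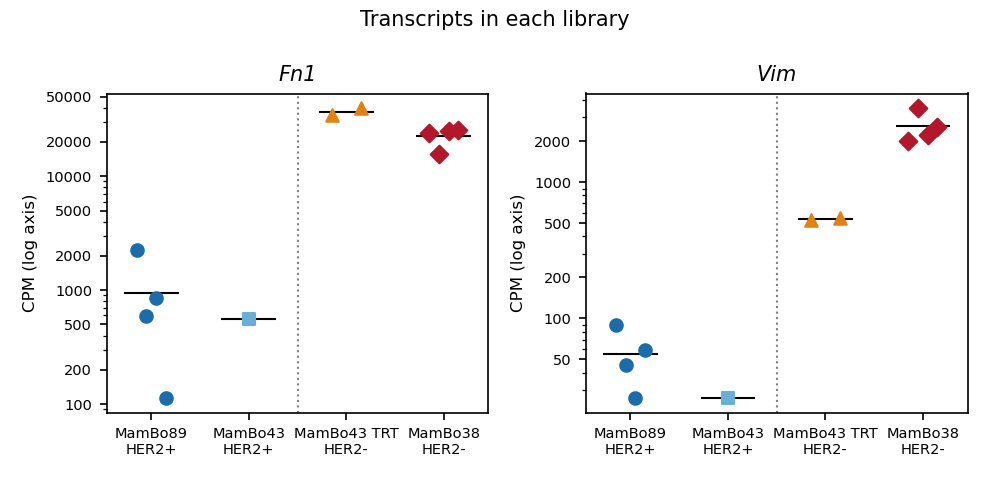
Fn1 and Vim in each library, in CPM on a log axis, by cell line (points, libraries; black lines, means; the dotted line parts HER2-positive from HER2-negative lines). Fn1 is between 113 and 2253 CPM in HER2-positive and between 15601 and 39734 CPM in HER2-negative libraries.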

The main knots of interaction, analyzed by STRING, among genes products up-regulated in HER2-negative cells (Fig. 6C) are known to be down-regulated in HER2-positive breast cancer, or have, in turn, been associated with triple-negative breast cancers, such as Fn1 and Vim. Others, such as Vegf-a, Ptgs2, and Hif-α, were linked to the up-regulated pathway of angiogenesis. Furthermore, Dcn, Cav1, Cdkn1a, Myc, Qsox1, and Pdgfr-b are known for their role in promoting tumor-cell aggressiveness, EMT and sustaining the proliferation of mesenchymal cells. 

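Vegfa (ENSMUSG00000023951, chromosome 17 of GRCm38, 46016993 to 46032369) had 503 ± 72.6 CPM (SD, n = 6) in HER2-negative and 232 ± 22.7 CPM (SD, n = 5) in HER2-positive libraries. Its log2 fold change was 1.11 (standard error 0.13, edgeR adjusted p = 4.73e-05), just above the minimum of 1. With the library code as a covariate the log2 fold change was 0.93, and in the libraries that share a code it was 0.94, so that Vegfa was not called under either alternative. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) had 1757 ± 804 CPM against 48.3 ± 24.8 CPM (SD, n = 6 and 5), with a log2 fold change of 5.19 (standard error 0.58, edgeR adjusted p = 3.95e-05). For Hif-α the gene Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) was used. It had 281 ± 54.5 CPM and 88.8 ± 16.7 CPM (SD, n = 6 and 5), with a log2 fold change of 1.66 (standard error 0.18, edgeR adjusted p = 2.96e-05), and 5.68% of its 75-base windows also occur in the predicted genes Gm15283 and Gm49321. None of the 3 genes overlapped between the groups in any library.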

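The 6 genes were all called higher in HER2-negative libraries. Myc (ENSMUSG00000022346, chromosome 15 of GRCm38, 61985391 to 61990374) had 409 ± 21.8 CPM (SD, n = 6) against 128 ± 37.4 CPM (SD, n = 5) in HER2-positive libraries, with a log2 fold change of 1.67 (standard error 0.19, edgeR adjusted p = 3.85e-05). Cdkn1a (ENSMUSG00000023067) had a log2 fold change of 2.43 (edgeR adjusted p = 5.28e-05), and 9.37% of its 75-base windows also occur in an antisense gene. For Qsox1 (ENSMUSG00000033684) the log2 fold change was 2.02 (edgeR adjusted p = 2.78e-05). The other 3 genes differed within the HER2-positive group, where untreated MamBo43 stood above MamBo89. Dcn (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143) had 215 ± 58.7 CPM (SD, n = 6) in HER2-negative libraries, 20.4 CPM in MamBo43 and 0 counts in the 4 MamBo89 libraries (log2 fold change 5.69, standard error 1.64, edgeR adjusted p = 0.0131). Cav1 (ENSMUSG00000007655, chromosome 6, 17306335 to 17341452) had 216 ± 85.9 CPM, 32.2 CPM and 0.0243 ± 0.0485 CPM in the same groups (log2 fold change 5.05, standard error 1.66, edgeR adjusted p = 0.0246). With untreated libraries only, neither gene passed, at an adjusted p of 0.168 for Dcn (range over its alternatives other than leaving out a library, 0.0035 to 0.413) and 0.190 for Cav1 (0.0147 to 0.457). Leaving out each library moved the log2 fold change of Dcn between 5.37 and 15.11 and that of Cav1 between 4.72 and 12.73. Pdgfrb, the gene of Pdgfr-b, had a log2 fold change of 4.02.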

The EMT-associated profile of cells that lack HER2 expression was also confirmed by Real-Time PCR (Supplementary Fig. S5). 

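The paper's name Stat was taken as Stat3, Stat5a and Stat5b. Stat3 (ENSMUSG00000004040, chromosome 11 of GRCm38, 100885098 to 100939540) had 271 ± 44.2 CPM (SD, n = 6) in HER2-negative and 773 ± 257 CPM (SD, n = 5) in HER2-positive libraries, a log2 fold change of -1.51 (standard error 0.23, edgeR adjusted p = 2.53e-04). With tumor of origin as a covariate, the log2 fold change of Stat3 was -0.64 and it was not called, MamBo43 being at 421 CPM. Stat5a fell by 2.65 (edgeR adjusted p = 2.04e-04) and Stat5b by 2.23 (edgeR adjusted p = 2.15e-04) on the log2 scale. These 2 genes share 6.15% and 7.53% of their 75-base windows with each other, so that reads can be split between them. Ptpn1 (ENSMUSG00000027540) had 52.4 ± 7.10 CPM against 116 ± 20.6 CPM (SD, n = 6 and 5), with a log2 fold change of -1.14 (standard error 0.14, edgeR adjusted p = 8.01e-05). Pak1 (ENSMUSG00000030774) had a log2 fold change of -2.22 (standard error 0.16, edgeR adjusted p = 3.93e-06). Efnb1 (ENSMUSG00000031217) had one of -2.34 (standard error 0.36, edgeR adjusted p = 2.92e-04), which was not called in the libraries of tumor B alone (edgeR adjusted p = 0.108, in a range of 1.19e-09 to 0.218 over its alternatives other than leaving out a library). HER2 in these lines is a human transgene, and the counts list mouse genes only. The mouse gene Erbb2 (ENSMUSG00000062312) had 21.8 ± 5.31 CPM (SD, n = 6) in HER2-negative and 147 ± 20.8 CPM (SD, n = 5) in HER2-positive libraries, with a log2 fold change of -2.76 (standard error 0.17, edgeR adjusted p = 1.32e-06). Whether reads of the transgene were counted on it was not analysed here.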

Down-regulated genes in HER2-negative cell lines (Fig. 6D) are directly linked to HER2 overexpression and HER2-positive breast cancers (*e.g*., Stat, Ptpn1, Pak1, Efnb1). Other genes, such as Cecam1, Jup, Cdh1, Notch1, and Kit, are associated with polygonal shape and growth in a monolayer of closely interacting cells or luminal differentiation (Sptan1) of HER2-positive cell lines.

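All 6 genes were called lower in HER2-negative libraries, with no overlap between the groups. Ceacam1 (ENSMUSG00000074272, chromosome 7 of GRCm38, 25461707 to 25477603), taken for the paper's Cecam1, had 16.5 ± 12.5 CPM (SD, n = 6) in HER2-negative and 105 ± 18.8 CPM (SD, n = 5) in HER2-positive libraries (log2 fold change -2.67, standard error 0.43, edgeR adjusted p = 4.15e-04). Its value is uncertain, because 40.6% of its 75-base windows also occur in Ceacam2 or Ceacam10. Jup (ENSMUSG00000001552, chromosome 11, 100368958 to 100397763) had 33.3 ± 24.8 CPM against 580 ± 77.4 CPM (SD, n = 6 and 5), with a log2 fold change of -4.12 (standard error 0.44, edgeR adjusted p = 2.86e-05). Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) had 909 ± 141 CPM (SD, n = 5) in HER2-positive libraries. In HER2-negative libraries it was between 0.835 and 1.5 CPM in MamBo38, 202 CPM in MamBo43 TRT after 30 days with and 30 days without trastuzumab, and 71.9 CPM after 60 days of trastuzumab. The log2 fold change of Cdh1 was -4.30 (standard error 1.47, edgeR adjusted p = 0.0290). It was not called with tumor of origin as a covariate (adjusted p = 0.146) or in tumor B alone (0.239), in a range of 0.00113 to 0.373 over its alternatives other than leaving out a library. Notch1 (ENSMUSG00000026923) had 58.3 ± 10.5 CPM and 333 ± 27.6 CPM (SD, n = 6 and 5), with a log2 fold change of -2.51 (standard error 0.14, edgeR adjusted p = 8.64e-07), and 13.2% of its windows occur in 2 antisense genes. Kit (ENSMUSG00000005672) had 4.81 ± 7.58 CPM and 267 ± 105 CPM in the same groups (log2 fold change -5.78, standard error 1.52, edgeR adjusted p = 0.00801), with an adjusted p of 0.111 in tumor B alone, in a range of 0.00166 to 0.324 over the same alternatives. Sptan1 (ENSMUSG00000057738) had 466 ± 94.1 CPM against 1269 ± 313 CPM (SD, n = 6 and 5), with a log2 fold change of -1.44 (standard error 0.19, edgeR adjusted p = 9.75e-05).

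**Figure D2:**
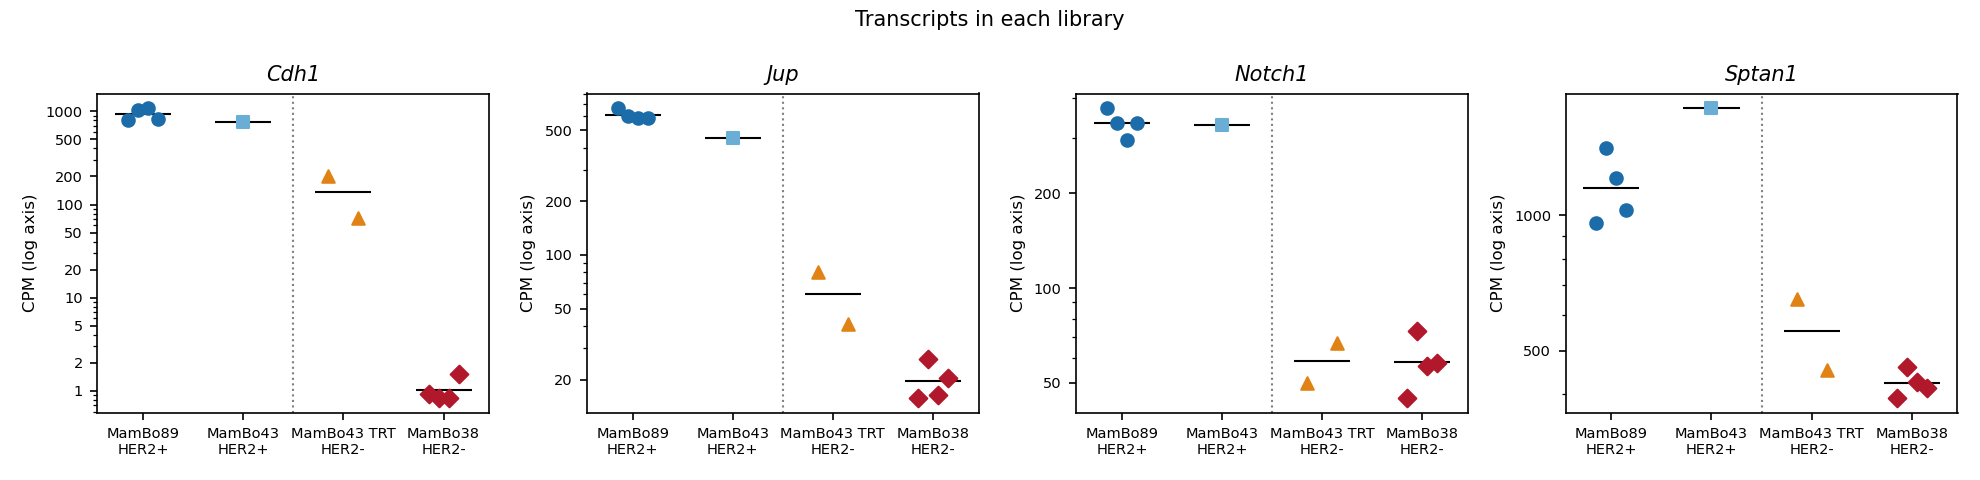
Cdh1, Jup, Notch1 and Sptan1 in each library, in CPM on a log axis, by cell line (points, libraries; black lines, means; the dotted line parts HER2-positive from HER2-negative lines). In MamBo43 TRT, Cdh1 and Jup lie between the MamBo38 and the HER2-positive libraries, while Notch1 is at the MamBo38 level, with means of 58.5 and 58.1 CPM.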

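The comparison of stable and labile HER2 expression used 3 of the 11 libraries, which are the parental MamBo89 cells and their clone (n = 2) and untreated MamBo43 (n = 1), as listed in the methods. Their total counts were 22295814, 18356320 and 26212551, respectively. The same counts, normalization, test and thresholds were used, over the 12867 genes with enough counts in these libraries. MamBo43 had no replicate, so the spread was estimated from the MamBo89 pair alone, and no difference below has a replicate check on MamBo43. The MamBo89 pair differed by at least 2-fold in 1636 of 10277 genes compared, which widens that spread. Counts were also simulated, with independent libraries, no effect shared by a line, and changed genes only above a minimum mean count. In simulated counts of this size with 200 genes changed 8-fold, edgeR called 82% of the changed genes and 24 unchanged ones.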

In order to identify the specific traits of tumor cells showing a tendency to lose HER2, we compared the molecular profiles of the MamBo89HER2^*stable*^ and MamBo43HER2^*labile*^ cell lines (Fig. 6E–G). 

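Between MamBo43 and the 2 untreated MamBo89 libraries, edgeR called 952 of 12867 genes, of which 627 were higher and 325 lower in MamBo43. The alternative that moved the count most in one direction was to test only genes with at least 10 counts in every library, which called 340 genes. In the other direction, 2134 genes were called when all 11 libraries, in 6 groups, shared one estimate of the spread, and 902 of the 952 genes were among them. The largest increases among genes without overlap between the libraries were those of Gstt1, Tfap2b, Arpin, Cldn10 and Pgr, with log2 fold changes of 12.28 to 13.59. Cldn10, for example, had 271 CPM in MamBo43 and at most 2 counts in a MamBo89 library, at least 1910-fold higher (edgeR adjusted p = 4.42e-08). The largest decreases were those of Cited1, Ccdc85a, Eid2, Bmp7 and Satb1, with log2 fold changes of -12.89 to -10.12. Cited1 was not called by DESeq2 with a prior on the fold changes, an alternative chosen after the values were seen (adjusted p = 0.868, in a range of 0.00357 to 0.868). MamBo43 had 0 counts of each of these 5 genes.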

The comparison highlighted 225 differentially expressed genes that are involved in metabolic processes, angiogenesis, biosynthetic processes, phosphorylation and cell motility. These genes clustered in pathways related to focal adhesion, glutathione metabolism, and TNF signaling pathway (Fig. 6E, F). STRING analysis evidenced networks of genes involved in cell plasticity (*e.g*. 

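Tgfb1 (ENSMUSG00000002603, chromosome 7 of GRCm38, 25687002 to 25705077) had 85.3 CPM in MamBo43 and 0.260 ± 0.0241 CPM (SD, n = 2) in untreated MamBo89, a log2 fold change of 8.34 (standard error 0.65, edgeR adjusted p = 4.16e-07). Ltbp1 (ENSMUSG00000001870, chromosome 17, 75005568 to 75392512), which encodes a latent TGF-beta binding protein, had 667 CPM against 73.0 ± 65.9 CPM (log2 fold change 3.22, standard error 0.63, edgeR adjusted p = 0.0039). Bmp4 (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) had 91.7 CPM against 1.00 ± 0.504 CPM (log2 fold change 6.52, standard error 0.61, edgeR adjusted p = 2.87e-06). Dcn was not detected in the MamBo89 pair, which makes it at least 144-fold higher in MamBo43 (edgeR adjusted p = 7.72e-05). Of the 11 matrix metalloproteinase genes tested in these libraries, 6 were called, all of them higher in MamBo43. Their log2 fold changes were 11.07 for Mmp14, 7.17 for Mmp13, 5.82 for Mmp3, 5.37 for Mmp10, 3.80 for Mmp11 and 1.42 for Mmp15. Mmp3 and Mmp10 share 3.76% and 3.94% of their 75-base windows. Mmp15 was not called with 6 groups sharing one estimate of the spread (adjusted p = 0.114, in a range of 0.0231 to 0.114). Mmp14 was not called by DESeq2 with a prior on the fold changes, an alternative chosen after the values were seen (adjusted p = 0.693, in a range of 1.26e-05 to 0.693). Tgfb1, Ltbp1 and Bmp4 were not called between HER2-negative and HER2-positive libraries (edgeR adjusted p of 0.289, 0.728 and 0.573), since MamBo43 lay within or above the range of the HER2-negative libraries.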

Tgfb1, Ltbp1, Bmp4, Dcn, and matrix metalloproteinases) (Fig. 6G).

### PDGFR-B as a target for HER2^loss^ cells

Molecular analysis (Figs. 6C, 7A and Supplementary Fig. S5) indicated that PDGFR-B may be a molecule that sustains the growth of HER2-negative cell lines. This hypothesis grew stronger upon analyzing the list of genes that are up-regulated in HER2-negative cell lines using the ArchS4Kinase database; at least 50 genes were found to be significantly associated with the kinase activation of PDGFR-B (Supplementary Table S2).

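Pdgfrb (ENSMUSG00000024620) lies on chromosome 18 of GRCm38 from 61045150 to 61085061. It had 171 ± 96.6 CPM (SD, n = 6) in HER2-negative and 10.5 ± 22.7 CPM (SD, n = 5) in HER2-positive libraries, and the log2 fold change given for Pdgfr-b among the network genes has a standard error of 1.53 (edgeR adjusted p = 0.0452). The HER2-positive mean comes almost entirely from untreated MamBo43, which had 51.1 CPM, while the MamBo89 libraries had between 0 and 0.873 CPM. MamBo38 had between 92.7 and 128 CPM, and MamBo43 TRT had 292 and 298 CPM. Between MamBo43 and untreated MamBo89, Pdgfrb had a log2 fold change of 6.59 (standard error 0.81, edgeR adjusted p = 5.25e-05). With each library left out in turn, the HER2-negative against HER2-positive log2 fold change lay between 3.70 and 9.11, and the gene was called each time, at an adjusted p of up to 0.080. It was not called with tumor of origin as a covariate (log2 fold change 1.74, adjusted p = 0.234), in tumor B alone (1.72, 0.177) or in untreated libraries only (2.55, 0.374). The range of adjusted p over these and the other alternatives that do not leave out a library was 0.0157 to 0.471. From the network of up-regulated genes, the protein on the cell surface and Real-Time PCR, the paper proposes that PDGFR-B may sustain the growth of HER2-negative lines, a hypothesis that it regards as strengthened by its analysis of the up-regulated genes with the ArchS4Kinase database.

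**Figure D3:**
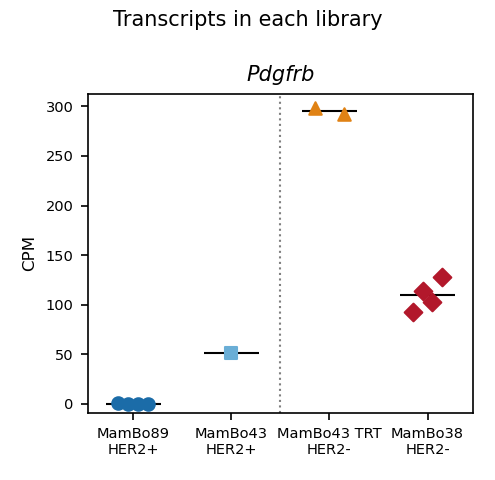
Pdgfrb in each library, in CPM, by cell line (points, libraries; black lines, means; the dotted line parts HER2-positive from HER2-negative lines). Untreated MamBo43 stands at 51.1 CPM, between the MamBo89 libraries at 0.873 CPM or less and the HER2-negative libraries at 92.7 CPM or more.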

**Fig. 7:**
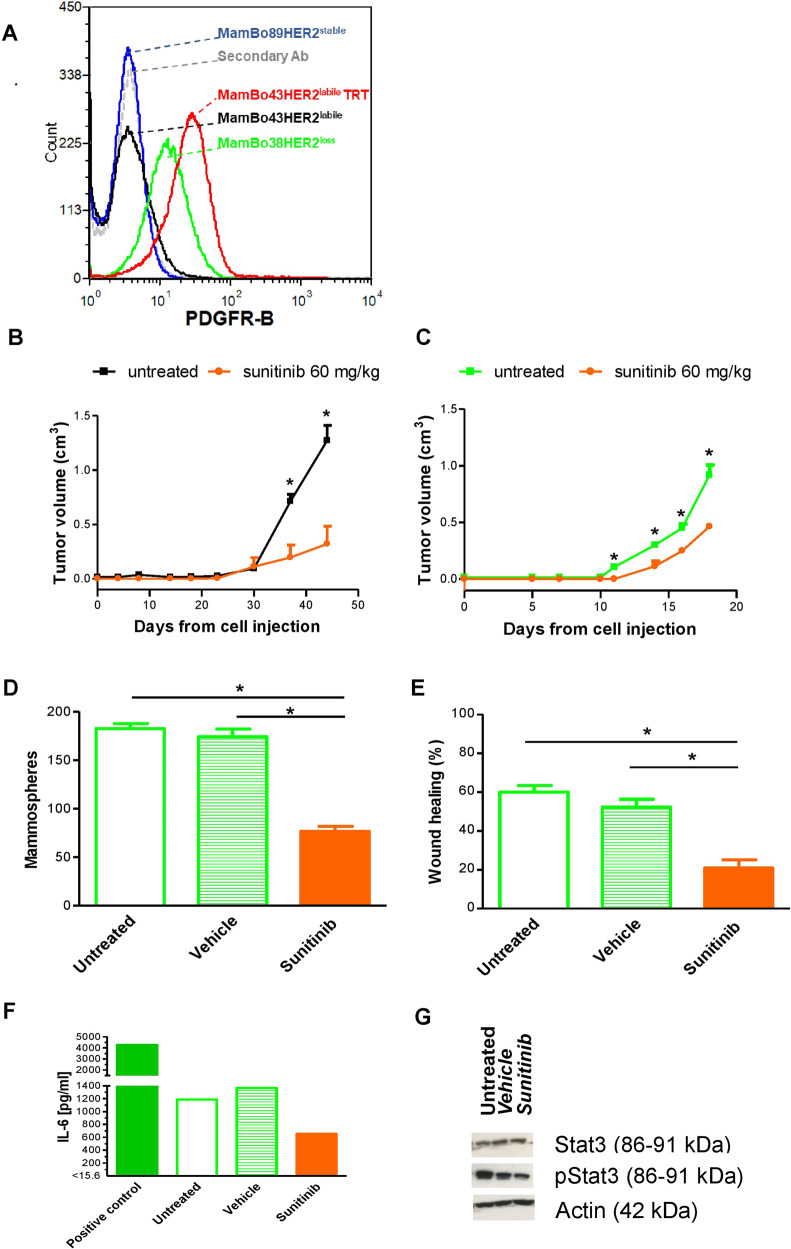
Targeting PDGFR-B in vivo (B-C) and in vitro (D-G). **A** Expression level of PDGFR-B by cytofluorimetric analysis. Profiles: gray, secondary antibody; blue, MamBo89HER2^*stable*^ cell line; black, MamBo43HER2^*labile*^ cell line; green, MamBo38HER2^*loss*^ cell line; red, trastuzumab-treated MamBo43HER2^*labile*^ cell line (MamBo43HER2^*labile*^ TRT). **B** Effect of sunitinib on MamBo43HER2^*labile*^ tumor growth. Sunitinib significantly reduced tumor growth from the 37^th^ day after cell injection onward, *p* < 0.05, at least, by unpaired t test with Welch’s correction. **C** Effect of sunitinib on MamBo38HER2^*loss*^ tumor growth. Sunitinib significantly reduced tumor growth from the 11^th^ day after cell injection onward, *p* < 0.05, at least, by unpaired t test with Welch’s correction. In **B**, **C** untreated mice (black square, MamBo43HER2^*labile*^ or green square, MamBo38HER2^*loss*^) or 60 mg/Kg sunitinib-treated mice (orange circle). Data shown are the mean and SEM from 4–5 mice per group. **D**–**G** Effect of sunitinib (5 μM) on MamBo38HER2^*loss*^. **D** Mammosphere formation assay. Data shown are the mean and SEM, *n* = 2–4 for each group; *p* < 0.001, sunitinib vs untreated or vehicle by Student’s t-test. **E** Wound-healing assay. Data shown are the mean and SEM, *n* = 6–8 for each sunitinib-treated group. *p* < 0.001, vs untreated or vehicle by Student’s t-test. **F** IL6 production detected by ELISA. **G** Western blotting analysis for STAT3 and pSTAT3 on cells treated with sunitinib.

Under 3D non-adherent conditions, sunitinib 1 µM dramatically reduced the size of the colonies, but colony count was reduced by only 20%. Sunitinib at 5 µM completely impeded the growth of any colonies (Supplementary Fig. S6B). Sunitinib efficacy in reducing the aggressiveness of HER2-negative cells was confirmed in vivo, where it significantly slowed down tumor growth induced by cell injection of MamBo43HER2^labile^ (Fig. 7B) and MamBo38HER2^loss^ cells (Fig. 7C).

Sunitinib modified two distinct traits of MamBo38HER2^loss^ cells in vitro. First, treatment reduced mammosphere formation by 50%, as well as migration ability (Fig. 7D, E). Furthermore, 2D-treated cells mostly acquired a more polygonal shape, and the cells appeared to grow in a monolayer with fewer spindle-like cells on a different focus (Supplementary Fig. S6C). This morphological change was associated with a slight modulation of E-cadherin expression (Supplementary Fig. S6D). It is worth noting that sunitinib reduced IL-6 production (Fig. 7F) and inhibited its downstream pathway through down-modulation of pStat3 (Fig. 7G).

## Discussion

Heterogeneity is a major clinical challenge in cancer. Over the last twenty years, a great deal of effort has gone into distinguishing distinct breast cancer subtypes using specific molecular signatures [31–35]. Nevertheless, intrinsic subtypes conceal further heterogeneity [36]. Breast cancers that are classified as HER2-positive include tumors with very different levels of HER2 amplification and overexpression [37, 38], and some HER2-overexpressing tumors may fall into other intrinsic subtypes when molecular signatures are considered [39]. Other than HER2 itself, its isoforms, *i.e*. Delta16 and p95HER2, may be present at different levels and ratios, further complicating the scenario [40, 41]. The tumors developed in FVBhuHER2 mice recapitulated HER2 inter-tumor heterogeneity, as found in clinic and other preclinical models, such as HER2-positive breast cancer cell lines of human origin [42, 43] and breast cancer PDX collections [44, 45].

Inter-lesion heterogeneity in a single patient is also a clinical issue. A pooled meta-analysis has reported a 10.8% HER2 discordance between primary tumor and metastases, and it was observed that HER2 changed twice as often from positive to negative (21.3%) than vice versa (9.5%) [7, 46, 47]. The effect of receptor conversion on prognosis is controversial. BRITS and DESTINY clinical trials did not show that receptor conversion had a significant effect on patient survival [46], whereas other studies have reported a decreased time to progression and survival in patients that lose HER2 expression in metastasis [9, 10, 13, 16].

We have reported a spontaneous model of HER2 loss in which the loss of HER2 expression is associated with a spindle-like morphology, increased IL-6 production, a gene expression profile that is reminiscent of EMT, increased stemness features and malignancy in vivo. Cell density in in vitro cultures influenced the loss of HER2 expression as previously seen in cell lines that were derived from mammary tumors from rat activated HER2/neu (NeuT) transgenic mice, where density considerably influenced the expression of neu and/or EMT traits [48]. It is reasonable to think that any anti-tumor treatment diminishes cell density in tumor mass and could lead to the emergence of HER2-negative populations in HER2-positive lesions.

The main issue for the success of HER2-targeted therapies is to ensure that most tumor cells are indeed addicted to HER2 expression for the maintenance of the malignant phenotype [11]. In the case of intra-tumor heterogeneity, with HER2-positive and HER2-negative sub-clones, it is likely that targeted therapies will clear off HER2-positive cells, but not eradicate the tumor, which will relapse as HER2-negative. The literature contains contrasting data on the effect of neoadjuvant and adjuvant therapy with trastuzumab on promoting the loss of HER2 expression in metastasis [16, 49]. Moreover, some papers have reported that prolonged anti-HER2 treatment promotes the emergence of HER2-negative, spindle-like, highly aggressive and stem cells from HER2/neu positive cell lines both in vitro and in vivo [16–18, 50]. In our model, the addition of trastuzumab treatment to low-density MamBo43HER2^*labile*^ in vitro, or upon its in vivo injection, appears to accelerate the spontaneous loss of HER2 expression and the emergence of highly stemness and aggressive populations.

The mechanisms that underlie receptor conversion are mainly unknown due to the limited amount of information that is available on the molecular profiles of these patients and the paucity of preclinical models that can reproduce this condition. The inactivation of HER2 has been invariably associated with either tumor regression or tumorigenicity loss [15–18, 30, 51]. The loss of tumorigenicity upon HER2 loss or experimental inhibition is in line with the theory of “oncogene addiction” [52]. By contrast, our preclinical model of spontaneous and trastuzumab-induced HER2 loss is associated with increased stemness and a greater aggressiveness in vivo. Thus, it is also conceivable that, in our model, further oncogenic transformations occurred that permitted HER2 addiction to be overcome and the malignant HER2-negative phenotype to be sustained.

The molecular profile of the HER2-negative cells in our model mirrored that of breast cancers that lack HER2 expression [53–56]. Gene expression also reflected the functional differences between HER2-negative and HER2-positive cell lines. 

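Of the 13 cell-cell adhesion genes tested between HER2-negative and HER2-positive libraries, 10 were called lower and 1, Cldn1, was called higher (log2 fold change 2.81, standard error 0.45, edgeR adjusted p = 3.85e-04). Cldn1 had 7.59 ± 2.74 CPM (SD, n = 6) in HER2-negative and 1.08 ± 0.568 CPM (SD, n = 5) in HER2-positive libraries. Epcam fell from 642 ± 82.6 CPM (SD, n = 5) to 31.7 ± 63.5 CPM (SD, n = 6), with 0.0375 CPM in the lowest HER2-negative library and 159 CPM in the highest (log2 fold change -4.34, standard error 1.74, edgeR adjusted p = 0.0554). Cldn3 and Cldn4 were called with log2 fold changes of -3.97 and -4.70. With tumor of origin as a covariate, Epcam, Cldn3 and Cldn4 were not called. Leaving out each library moved the log2 fold change of Epcam between -6.66 and -4.06. The range was -6.01 to -3.69 for Cldn3 and -5.41 to -2.93 for Cldn4. In HER2-positive libraries, Cldn4 had 29.6 CPM in the MamBo89 clone and between 1.05 and 3.62 CPM in the others. Cldn7 (log2 fold change -3.09, edgeR adjusted p = 0.111) was not called, and neither was the desmosome gene Dsp (-2.92, edgeR adjusted p = 0.132), though DESeq2 called both. Among EMT regulators, Zeb1 had 87.8 ± 29.1 CPM (SD, n = 6) against 1.12 ± 1.18 CPM (SD, n = 5), with a log2 fold change of 6.25 (standard error 0.73, edgeR adjusted p = 4.99e-05). For Zeb2 the log2 fold change was 6.09 (standard error 0.49, edgeR adjusted p = 5.71e-06). Snai1 and Twist1 were not called, at log2 fold changes of -0.13 and 0.26. Transcripts of the stemness marker genes moved unequally. Cd24a had 11.5 ± 15.9 CPM (SD, n = 6) in HER2-negative and 141 ± 114 CPM (SD, n = 5) in HER2-positive libraries (log2 fold change -3.62, standard error 0.94, edgeR adjusted p = 0.00741). Cd44 (log2 fold change -0.14, edgeR adjusted p = 0.723), Ly6a, the gene of Sca1 (-0.22, 0.856), and Itgb1, the gene of CD29 (-0.32, 0.0482), were not called. In the libraries of tumor B alone, Cd44 and Ly6a were called higher in HER2-negative libraries, with log2 fold changes of 1.21 and 5.38, against the single MamBo43 library.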

The EMT and stemness profile of HER2-negative cells resemble the peculiar traits of claudin-low tumors, which are defined as tumors with low expression of cell-cell adhesion genes, high expression of EMT genes and stem-cell-like/less differentiated gene expression patterns [39]. Fougner and colleagues [57], have recently redefined claudin-lowness as a condition that is present in various intrinsic subtypes, rather than in a distinct subtype. This observation led us to hypothesize that HER2-positive primary lesions can progress through acquisition of claudin-lowness.

In the search for possible pathways that sustain the malignant phenotype of HER2-negative cells that have lost their addiction to HER2, we identified PDGFR-B. PDGFR-B is known to sustain cancer progression by promoting EMT and stemness phenotype [58, 59]. This molecule is also a pericyte marker and its expression on tumor cells with a mesenchymal phenotype suggested these cells have a role in angiogenesis as pericyte-like cells [60]. PDGFR-B is a druggable target by sunitinib. This multi-targeted molecule offers the possibility of inhibiting VEGFR, which was also identified as being up-regulated in HER2-negative cells in our analysis. 

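Transcripts of the 3 VEGF receptor genes were examined in the HER2-negative and HER2-positive libraries. Flt1 (ENSMUSG00000029648, chromosome 5 of GRCm38, 147561604 to 147726011), which encodes VEGFR1, had 5.78 ± 4.50 CPM (SD, n = 6) in HER2-negative and 10.2 ± 3.80 CPM (SD, n = 5) in HER2-positive libraries. Its log2 fold change was -0.83 (standard error 0.45, edgeR adjusted p = 0.145), which did not pass the threshold, and the estimate was negative under each alternative tried, from -1.55 to -0.24. In 1 of the 11 fits that each left out one library, Flt1 was called lower in HER2-negative libraries (log2 fold change -1.33, edgeR adjusted p = 0.00744, in a range of 0.00744 to 0.301 over those fits). Kdr (ENSMUSG00000062960), which encodes VEGFR2, and Flt4 (ENSMUSG00000020357), which encodes VEGFR3, had too few counts to be tested. Kdr was at most 0.276 CPM and Flt4 at most 0.437 CPM in a library, and Flt4 had 0 counts in all 6 HER2-negative libraries, so that no difference in these 2 genes was detectable at this depth.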

Sunitinib was effective in halting the growth of MamBo38HER2^*loss*^ cells and the emergence of HER2-negative tumors from MamBo43HER2^*labile*^ cells. Moreover, we observed a transient loss of mesenchymal features in favor of epithelial traits at both the morphological and genetic levels, in sunitinib-treated cells, and this may reflect the existence of an epithelial/mesenchymal intermediate state [61]. In our model, IL6 production was detected in MamBo38HER2^*loss*^, and treatment with sunitinib lowered its production. IL6 up-regulation has been reported in a model of long-term-trastuzumab-treated BT474/PTEN^-/-^, which became spindle-like upon this treatment; IL6 appeared to trigger an inflammatory loop, which led to the acquisition of a stemness, basal-like phenotype and resistance to trastuzumab [62]. The efficacy of sunitinib as an anti-EMT target therapy has been proven in claudin-low human breast cancer cell lines [63], and this drug may be able to take advantage of IL6 inhibition.

Taken together, these data indicate the putative efficacy of the therapeutic targeting of PDGFR-B by sunitinib in HER2-negative cells. Nevertheless, treatment with sunitinib did not eradicate HER2-negative tumors, thus indicating that the PDGFR-B signaling pathway clearly sustains the growth of HER2-negative cells but is likely not the only driver of their malignancy. Hence, it might be interesting to investigate other targets, such as MYC, in HER2-negative cells.

HER2-positive tumors can show heterogeneous HER2 expression and heterogeneous behavior, whatever due to clonal selection or EMT, for this reason additional driver mutations should be investigated and taken into account for targeted therapies able to hamper tumor progression.

## Conclusions

We have proposed a dynamic model of HER2-positive mammary tumors that tends to spontaneously lose HER2 expression and progress towards a more aggressive phenotype via the acquisition of EMT and stemness properties, which are distinctive traits of claudin-low tumors.

Spontaneous loss of HER2 expression was affected by cell density and accelerated by treatment with trastuzumab. How cellular density manages to influence HER2 expression, *e.g*. via soluble factor concentration or molecules involved in cellular junction, will require further investigation.

Finally, our dynamic model of HER2 *status* is a worthwhile mean for the detection of druggable targets that may counteract resistance to HER2-targeted therapy due to HER2 loss. We have identified PDGFR-B as a possible target and proved the ability of sunitinib in delaying growth of tumors that evolved from HER2-positive to HER2-negative *status*. These results pave the way for the use of sunitinib in the treatment of patients with HER2 receptor conversion.

## Supplementary information

Supplementary materials

## Data Availability

RNA-Sequencing data can be found in Gene Expression Omnibus, GEO accession number: “GSE181468”.

How the deposited data were processed for this re-analysis (not part of the article)

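The deposited table holds, for 11 libraries of mouse mammary carcinoma lines, a count for each of 21846 genes. According to the paper's methods, the authors prepared libraries with a TruSeq kit, read 75 nucleotides in single-end mode, demultiplexed with bcl2fastq 2.17.1.14-2, and obtained expected counts with STAR 2.5 and RSEM 1.3.0 within SeqBox. RSEM's expected counts need not be whole, but no deposited value had a fraction, so no rounding was needed. The counts are not normalized, and each library has a column of its own. The paper's text does not name the genome build, the annotation or a filter on low counts. The authors tested with DESeq2 1.14.1 at an adjusted p under 0.1 and an absolute log2 fold change of at least 1.

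Libraries were assigned to HER2 status, cell line and treatment from the sample labels and the list of samples in the methods. The labels of one MamBo89 library do not call it a clone, and it was taken as the clone because the methods list one and the other MamBo89 libraries are accounted for. The HER2-negative group has 6 libraries and the HER2-positive group has 5. The other comparisons were untreated MamBo43 (n = 1) against untreated MamBo89 (n = 2), MamBo43 TRT (n = 2) against MamBo38 (n = 4), and trastuzumab-treated against untreated libraries within MamBo89 and within MamBo38 (n = 2 each).

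From the counts, the following was computed in R 4.3.3. Genes were kept by edgeR's filterByExpr (edgeR 4.0.16) with a minimum count of 10 and a minimum total of 15, applied to the groups of each comparison. Library sizes were scaled by the TMM method. Each gene was tested with glmQLFit and glmQLFTest, p was adjusted by the Benjamini-Hochberg method over the genes tested, and genes were called at an adjusted p under 0.1 and an absolute log2 fold change of at least 1. Log2 fold changes use edgeR's prior count of 0.125. The test gives no standard error, so the error printed is the absolute log2 fold change divided by the square root of the F statistic. CPM are counts over the TMM-scaled sizes of all 11 libraries, and an SD is that between libraries. A fold against a group whose libraries all have 3 counts or fewer was computed against 3 counts and is a lower bound. Gene lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01. Exact permutation tests are two-sided and cover all 462 splits of 11 libraries into 5 and 6.

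The text names every gene that the paper names in its RNA-sequencing results, its Real-Time PCR panel or as a protein measured or targeted, the matrix metalloproteinases, a list of cell-cell adhesion genes, and, for each comparison, the 5 called genes with the largest log2 fold change in each direction among those whose groups do not overlap in any library. A few genes outside this rule are marked where they appear.

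Total counts per library ranged from 17040454 to 27127662, with a median of 20592201. The sequencing errors of single counts are small at this depth, and the number of libraries limits the precision of most comparisons. The floor of 3 counts covers counting error only, since the reads carry no molecular identifiers.

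The fits were tested on simulated counts with 200 genes changed 8-fold, drawn with the means, dispersions and library sizes of the data. The changed genes were taken only from those above a minimum mean count. Libraries were drawn independently, with no effect shared by a line, tumor or clone. The unchanged genes called therefore do not measure false calls in the real libraries, where cultures of one line are alike. For 6 against 5 libraries, edgeR called 93% of the changed genes and 10 of the unchanged ones among 12263 tested. For 2 against 2 libraries, it called 94.5% and 42 among 11916 tested. For 2 against 4, it called 100.0% and 11 among 12369 tested. In 300 simulated lists of 20 unchanged genes, camera gave an unadjusted p under 0.05 in 2.7%. These genes were picked at random and simulated independently of each other, unlike the genes of a family in cultures of a few lines. In the real counts, other splits of the libraries passed a median of 4 lists. The 2.7% therefore does not show how often camera errs on the real lists.

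Alternatives were DESeq2 1.42.0, size factors of the RLE type, no filter, a filter of at least 10 counts in every library, an adjusted p under 0.05, a test against the fold change minimum (glmTreat), robust estimation, the code in the library names or the tumor of origin as a covariate, subsets of libraries, counts summed per line, and leaving out each library. Gene coordinates are those of GENCODE M21 on GRCm38, in which all 113 named genes were found by their identifier. Reads that could stem from more than one gene were assessed as the percent of a gene's 75-base windows that also occur in transcripts of other genes. The library kit keeps no strand, so antisense genes were included. EnrichR, STRING, KEGG and ARCHS4 were not used here, nor were the files of the flow cytometry, Real-Time PCR, ELISA and western blot experiments.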

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

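Several tests in this part were chosen only after the result was seen. They are those of GC content, of transcript length, of HER2-negative cells in the untreated MamBo43 culture, of the code of the MamBo38 libraries, of HER2-positive cells as a source of the genes higher in MamBo43 TRT than in MamBo38, of the trastuzumab effect in MamBo43 against that in MamBo89, and of other splits of the libraries for the gene lists.

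In 22 of 102 groups of 5 or 6 libraries, the highest or lowest library stood apart, its gap to the nearest library being a large part of the range of the group. Chance alone would give about 5.1 such groups if the libraries of each group were independent and of one kind. They are not, since each HER2-positive group holds MamBo43 beside the MamBo89 libraries, so that MamBo43 can stand apart by its line alone. In 12 of the 22 groups the highest HER2-positive library was untreated MamBo43, and in 1 it was the lowest. The gap was 1 of the range (all of it) for Dcn, 0.997 for Cav1, 0.983 for Pdgfrb, 0.998 for Tgfb1, 0.853 for Ltbp1, 0.986 for Bmp4, 0.990 for Col3a1, 0.993 for Col5a2, 0.731 for Igfbp4, 0.788 for Sparc, 0.942 for Vcan and 0.861 for Cd24a. Cd44 was lowest in MamBo43, with a gap of 0.916. The remaining HER2-positive group was Cdkn1a, highest in the MamBo89 clone (gap 0.714), which differed from each of the other MamBo89 libraries in at least 1605 genes by at least 2-fold, where those differed from each other in at most 232. No explanation was tested for it.

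For Dcn, Cav1, Pdgfrb, Col3a1, Col5a2, Igfbp4, Sparc and Vcan, each HER2-negative library was higher still than untreated MamBo43. For Tgfb1, Ltbp1 and Cd24a, MamBo43 was above each HER2-negative library, and for Bmp4 above 5 of 6. Cells without HER2 in the untreated culture were tested as a technical source. Over 53 genes that are far lower in MamBo89 than in MamBo43 TRT, such cells would bring each gene to about the same percent of its MamBo43 TRT level. The upper quartile of that percent was 5.12 times the lower one (0.811% to 4.15%, median 2.09%), more than the factor of 2 set for an even admixture. A single admixed population like MamBo43 TRT therefore leaves the spread unexplained. The genes were not chosen for being silent in HER2-positive MamBo43 cells, and their expression there would spread the percent as well. A part played by such cells is thus not excluded. By flow cytometry, the paper found a small HER2-negative population in untreated MamBo43. Tumor of origin was tested by holding MamBo43 out. Of the 4607 genes then called between MamBo89 and the HER2-negative libraries, 32.7% (1508) had MamBo43 nearer to the HER2-negative mean, between the 25% and 50% limits set for a decision. The pattern cannot be told apart from a difference between tumors A and B, and MamBo43 has 1 library. A hypothesis that the untreated labile line may already express part of the mesenchymal program remains open.

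In 5 groups the highest HER2-negative library was MamBo43 TRT after 30 days with and 30 days without trastuzumab, with gaps of 0.646 for Cdh1, 0.737 for Sptan1, 0.767 for Bmp4, 0.831 for Fgfbp1 and 0.848 for Ocln. Col3a1 was highest in MamBo43 TRT after 60 days (gap 0.772). HER2-positive cells left in these cultures were tested as a source of the epithelial transcripts, since the paper found a small percentage of them by flow cytometry. Over 159 genes far lower in MamBo38 than in MamBo43, the median was 19.1% of the untreated MamBo43 level in the first library and 5.91% in the second. The upper quartile was 4.21 and 3.36 times the lower one, respectively, more than the factor of 2, whereas a simulated mixture of MamBo43 and MamBo38 reads gave 1.09. Unchanged MamBo43 cells among cells like MamBo38 would thus not give the whole pattern, and part of it may lie in treated cells with intermediate expression, which is a hypothesis from 2 libraries. Genes differing between MamBo38 and the HER2-negative cells of the treated cultures would spread the percent as well.

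The untreated MamBo38 library with the code shared by all MamBo89 and MamBo43 libraries had the lowest percent of counts in its top 10 genes in the HER2-negative group (gap 0.657) and the highest Flt1 (gap 0.761). That library differed from each of the other MamBo38 libraries in at least 51.4 times as many genes as those differed among themselves, treated or not. The code of the library, and with it a batch or a culture date, may account for this, and no biological explanation was tested.

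The effect of trastuzumab was tested for a difference between MamBo43 and MamBo89, with all 11 libraries in 6 groups. It differed in 3062 of 13782 genes (1523 with a higher and 1539 with a lower effect in MamBo43), 3064 with RLE size factors, and 1633 in a fit of the 7 libraries of these lines. The difference in log2 effect was -2.55 for Cdh1 (edgeR adjusted p = 0.0359), 5.62 for Pdgfrb (0.0144), 7.60 for Fn1 (0.0223), 5.04 for Vim (0.00818) and -2.10 for Erbb2 (0.0108). Only MamBo43 was selected for loss of HER2, and it has a single untreated library, so that an error in that library would enter every one of these differences. The clone is among the untreated MamBo89 libraries, which widens their spread. No technical explanation was tested for the difference itself.

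MamBo43 TRT and MamBo38, which the paper pools, differed in 2715 of 12545 genes. In all, 1242 were higher and 1473 lower in MamBo43 TRT. Remaining HER2-positive cells were tested as a source of the former. Of the 1242 genes, 24.9% (309) were at least 5 times as high in untreated MamBo43 as in MamBo43 TRT, just under the limit of 25% set against this source, and 459 were lower in untreated MamBo43 than in MamBo43 TRT. Remaining cells could thus account for part of the higher genes. All but 1 of the MamBo38 libraries carry a code that no MamBo43 TRT library has, and this difference in code was not tested here. MamBo38 arose in a mouse and MamBo43 TRT in culture, so the pattern cannot be told apart from this history. The 1 MamBo38 library with the code of MamBo43 TRT differed from the other MamBo38 libraries in 514 to 658 genes by at least 2-fold. Resting on 1 library, this does not exclude a part played by the code.

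Genes outside those the paper discusses had the largest changes between HER2-negative and HER2-positive libraries. The 5 largest log2 fold changes upward were 13.43 for Tenm2 (at least 1168-fold), 11.60 for Gask1b (at least 324-fold), 11.42 for Rgs17 (at least 109-fold), 11.11 for Gpnmb and 10.96 for Ostn (at least 722-fold). The 5 largest downward were -11.88 for Igf1 (at least 355-fold), -11.78 for Wfdc18, -11.42 for Ly6d, -11.01 for Bpifb1 and -10.89 for Crispld2. Each of these 10 genes was called by edgeR at an adjusted p of 5.75e-04 or less, and was chosen among genes whose groups do not overlap. Of the 75-base windows, 9.63% in Gask1b and 8.30% in Ostn also occur in other genes. In MamBo43, Igf1 was at 1.65 CPM and Ly6d at 6.49 CPM, far below the HER2-positive means of 51.2 and 728 CPM. MamBo43 was also below untreated MamBo89 for the other downward genes. The log2 fold changes over the alternatives were -5.59 to -4.31 for Bpifb1, -3.71 to -3.36 for Crispld2 and -4.29 to -2.92 for Wfdc18. Part of each downward change thus lies between MamBo89 and MamBo43, a single library.

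Technical explanations for the 4052 genes called between HER2-negative and HER2-positive libraries were weighed together. Among 100 of the 462 splits of the libraries into 5 and 6, only 1, the real one, gave as many genes (median of the others 0, highest 3487). Libraries of one line are not independent and most splits cut across lines, so this does not set HER2 status apart from line. A split by tumor, 4 against 7 libraries, called 3767 genes, and a split by code, 3 against 8, called 983. The test of library size gave an exact permutation p of 0.610. The top 10 genes held 9.99% of the counts in HER2-positive and 8.08% in HER2-negative libraries (exact permutation p = 0.0974), not under the 0.05 set for this test but under 0.1, so that a part played by a few abundant genes is not excluded. After each library's trend on GC content was removed, 97.2% of the called genes were called in the same direction, and after that on transcript length 98.3% were. In the libraries that share a code, 89.98% (3646) kept their direction with an absolute log2 fold change of at least 1. This was just under the limit of 90%. With the code as a covariate, 3760 genes were called, and 3489 of the 4052 were among them, all in the same direction. For those 3489 genes this argues against the code as the source, while for the rest an effect of the code is not excluded. With the 32.7% for tumor of origin, HER2 status, tumor and code remain partly inseparable. For the gene lists, 37 of 100 splits gave at least as many lists past the threshold, so that the number of lists is no more than other groupings of these lines give.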

How the results depend on the processing

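Except for the alternatives to the trastuzumab effect in MamBo43 against MamBo89, and DESeq2 with a prior on fold changes, each alternative was chosen before the data were examined. The tests of gene lists under other splits were chosen only after the result was seen.

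Between HER2-negative and HER2-positive libraries, 4052 genes were called. DESeq2 gave 5030 genes, RLE size factors 4060, no filter 5434 and an adjusted p under 0.05 3795. The number fell to 2597 (1247 higher and 1350 lower) with at least 10 counts in every library, and to 2601 (1271 lower) with glmTreat. With counts summed per cell line and HER2 status, 4 genes were called, 4 of them higher and 0 lower, where 2855 genes, 1255 of them lower, had an unadjusted p under 0.05. The 4, named after their values were seen, were Crabp2, Adamts5, Loxl1 and Tenm2. The summed fit counts each line and HER2 status once, whereas the main fit counts cultures of one line as independent libraries. Leaving out each library gave 3795 to 4607 genes, 1828 to 2376 higher and 1967 to 2231 lower. The cause was not tested.

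Between MamBo43 and MamBo89, 952 genes were called (627 higher and 325 lower). At least 10 counts in every library gave 340 (231 and 109), glmTreat 572 (385 and 187), a fit of all 11 libraries in 6 groups 2134 (1281 and 853), and all 4 MamBo89 libraries 1697 (1077 and 620). The cause was not tested. Between MamBo43 TRT and MamBo38, the 2715 genes became 1766 with at least 10 counts in every library and 1503 with glmTreat, and 2585 to 2707 in the 4 fits without one MamBo38 library; the cause was not tested. Leaving out each library in turn was not run for MamBo43 against MamBo89, for trastuzumab within a line, or among the MamBo43 TRT libraries, where an arm would be left with 1 library or none.

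For trastuzumab, where edgeR called 0 genes in MamBo89 (186 at an unadjusted p under 0.05) and 0 in MamBo38 (503), DESeq2 called 9 in MamBo89 and 5 in MamBo38, and edgeR called 8 among the MamBo38 libraries with the code carried only by that line, where the untreated arm has 1 library. The 5 genes, named after their values were seen, were Tnfaip3, Egr3, Rdh9, Fam177a2 and Rdh16f1. Of the gene lists, 5 passed the threshold, 3 with tumor as a covariate, 3 with at least 10 counts in every library and 7 with fry. The minimum of 10 counts takes out genes lost in one group and left 1 claudin and 2 keratins, so that it does not test those lists. It also left only 3 of the 36 epithelial genes, so that the pass of that list under this filter rests on those 3. In 37 of 100 splits of the libraries as many lists passed. The trastuzumab effect differed between MamBo43 and MamBo89 in 1633 genes in a fit of the 7 libraries of these lines, against 3062. The cause was not tested.

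For single genes between HER2-negative and HER2-positive libraries, 655 of 819 values without leaving out a library kept their direction and side of the threshold, 103 were weaker, 14 stronger and 47 reversed. Leaving out each library gave 975 of 1000 unchanged in this sense, 1 weaker, 12 stronger and 12 reversed. For MamBo43 against MamBo89, 429 of 460 held, 15 were weaker, 11 stronger and 5 reversed.

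The log2 fold changes that reversed between HER2-negative and HER2-positive libraries were as follows. With the library code as a covariate it was Kcnk5 -0.28, and in the libraries that share a code Kcnk5 -0.26. In untreated libraries they were Ltbp1 -0.26, Bmp4 -1.38, Snai1 0.21, Cd44 0.42, Ly6a 0.96, Mmp3 -0.40 and Gdf6 -11.24. With tumor as a covariate they were Tgfb1 -0.45, Ltbp1 -1.40, Bmp4 -1.23, Snai1 1.35, Twist1 -0.14, Cd44 1.25, Ly6a 5.41, Tbp 0.49, Mmp17 0.82, Mmp3 -1.61, Arpin -0.69, Cited1 6.56, Ccdc85a 7.23, Bmp7 5.78, Gdf6 -1.25 and Blnk 5.93. In tumor B alone they were Tgfb1 -0.48, Ltbp1 -1.43, Bmp4 -1.25, Snai1 1.32, Twist1 -0.17, Cd44 1.21, Ly6a 5.38, Tbp 0.46, Mmp17 0.80, Mmp3 -1.64, Arpin -0.72, Cited1 6.63, Ccdc85a 7.28, Bmp7 5.81, Gdf6 -1.27 and Blnk 5.91. With summed counts they were Ltbp1 -0.43, Snai1 0.18, Cd44 0.17, Ly6a 0.29, Tbp 0.13 and Mmp3 -0.41. Both settings on tumor rest on 1 HER2-positive library of tumor B, untreated MamBo43. The cause was not tested.

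Reversed values on leaving out a library were Mmp16 0.35 and Gstt1 7.76 without untreated MamBo43; Bmp4 -0.14, Mmp16 0.015 and Gdf6 -2.64 without MamBo43 TRT after 30 and 30 days; Mmp16 0.038 and Mmp3 -0.00058 without MamBo43 TRT after 60 days; Tbp 0.060 and Mmp16 0.015 without the MamBo89 clone; Ly6a 0.048 without parental MamBo89; Snai1 0.18 and Ly6a 0.054 without MamBo89 after 60 days. Over the fits that each left out one library, Bmp4 went from -0.14 to 5.86, Snai1 went from -0.35 to 0.18, Ly6a went from -0.54 to 0.054, Tbp went from -0.26 to 0.060, Mmp16 went from -0.33 to 0.35, Mmp3 went from -0.00058 to 3.35, Gstt1 went from -3.70 to 7.76 and Gdf6 from -2.64 to 2.61. For MamBo43 against MamBo89, they were Epcam -0.0029 with 6 groups, and Notch1 0.018, Kit -0.15, Tjp1 0.16 and Esrp1 0.035 with all 4 MamBo89 libraries. The cause was not tested. Counts of 3 or fewer in all libraries of a group limit a fold to a lower bound.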

Differences from the paper's values

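The paper reports 751 differentially expressed genes between HER2-negative and HER2-positive lines, and 4052 were called here. The paper's number of genes up-regulated in HER2-negative lines is 402, against 1956 here. Its number of down-regulated genes is 349, against 2096 here. DESeq2, the tool of the paper's methods, called 5030 genes here, 2431 higher and 2599 lower. The alternatives set before the data were examined that came nearest from above were the filter of at least 10 counts in every library for the total (2597 genes) and the higher genes (1247), with 1350 lower, and glmTreat for the lower genes (1271). With counts summed per cell line and HER2 status, 4 genes were called, all higher, and 0 were lower, where 1255 were lower at an unadjusted p under 0.05. None of the alternatives set before the data were examined brought any of these 3 counts within 1.5 times the paper's. DESeq2 with a prior on fold changes, an alternative chosen after the values were seen, gave 5009 genes and did not close the gap. The paper's methods name replicates of its samples, whereas the 11 libraries used here come from 11 different cultures. The paper's numbers, that for MamBo43 against MamBo89 included, may thus rest on another set of libraries. Whether they do could not be tested here.

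For MamBo43 against MamBo89, the paper reports 225 differentially expressed genes, and 952 were called here. The filter of at least 10 counts in every library gave 340 genes, or 1.51 times the paper's number. The other alternatives set before the data were examined gave between 572 and 2134 genes, and none of them closed the gap. DESeq2 with a prior on fold changes, chosen after the values were seen, gave 1004.

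The paper's discussion states that VEGFR was up-regulated in HER2-negative cells. Here Flt1 had a log2 fold change of -0.83 (edgeR adjusted p = 0.145, and 0.00744 to 0.711 over its alternatives), and Kdr and Flt4 had too few counts to be tested. In 1 of the 11 fits that each left out one library, Flt1 was called lower. No alternative gave Flt1 a positive log2 fold change between HER2-negative and HER2-positive libraries.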

Other observations

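None of the tests in this part was chosen after the values it measures were seen. The genes Mtap, Arpin and Eid2 were among those with the largest changes under the fixed rule, and their neighbours were looked at afterwards.

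Mtap (ENSMUSG00000062937, chromosome 4 of GRCm38, 89137122 to 89181081) had 0 counts in all 4 MamBo38 libraries, 3124 counts in untreated MamBo43, 826 and 1389 counts in MamBo43 TRT, and 264 to 1767 counts in MamBo89. Loss of a stretch of DNA was tested through the nearest expressed genes on either side, of which 1 was also at 3 counts or fewer in every MamBo38 library. This was Cdkn2b (89306299 to 89311039), with 0 counts in MamBo38, 469 in MamBo43 and 246 and 432 in MamBo43 TRT. The nearest expressed gene on the other side, Klhl9 (88718292 to 88722465), had 904 to 1619 counts in MamBo38. Cdkn2a, which lies between Mtap and Cdkn2b and was named after its values were seen, had 0 counts in MamBo38, 89 in MamBo43, and 30 and 49 in MamBo43 TRT. The next expressed gene, Caap1 (94500081 to 94556796), had 172 to 303 counts. Tusc1 (93334138 to 93335511), in between, had 36 to 95 counts. Between Cdkn2b and Tusc1, Dmrta1 (89679436 to 89694772) had 1 to 5 counts in MamBo38, 6 in MamBo43 and 20 and 47 in MamBo43 TRT, and Elavl2 (91250763 to 91400785) had 0 counts in MamBo38 and at most 5 elsewhere; both were named after their values were seen. A candidate explanation is a deletion in MamBo38 that spans Mtap, Cdkn2a and Cdkn2b; if the few Dmrta1 counts are real, it ends before that gene. Transcription that is switched off over the region could give the same counts, and DNA was not analysed here. MamBo43 TRT, also HER2-negative, has the transcripts. The depth shows 3 counts, or 0.113 to 0.179 CPM.

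The same test was made for Arpin, which had 0 counts in all 4 MamBo89 libraries and 366 to 580 counts in MamBo38, and for Eid2, which had 0 counts in all 7 libraries of tumor B and 97 to 240 in MamBo89. For each, 0 of the nearest expressed genes on either side were at the floor, so a loss that reaches a neighbouring gene is not shown. The second gene beside Arpin, Anpep, named after its values were seen, had 1 to 7 counts in MamBo89 against 745 CPM in MamBo43, with Ap3s2 expressed between them. For Arpin the neighbours Ap3s2 and Zfp710 had at least 996 and 520 counts in MamBo89, and for Eid2 the neighbours Dyrk1b and Eid2b had at least 51 and 28 counts. A change confined to one gene was not tested.

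The paper measured EMT genes by Real-Time PCR, in experiments whose files were not used here. In the RNA-sequencing counts, log2 fold changes in HER2-negative against HER2-positive libraries were 6.57 for Col5a2 (edgeR adjusted p = 0.00684), 3.16 for Sparc (0.0137) and 7.02 for Igfbp4 (1.20e-05). They were -4.19 for Il1rn (0.0189), -3.64 for Fgfbp1 (0.0566) and -4.06 for Ocln (0.0394). Tbp, the housekeeping gene of the paper, had a log2 fold change of -0.14 (0.562), though 15.8% of its 75-base windows also occur in Pdcd2.

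The paper measured IL6 protein in supernatants. Il6 transcripts were at 30.5 ± 19.4 CPM (SD, n = 6) in HER2-negative and 0.597 ± 0.492 CPM (SD, n = 5) in HER2-positive libraries, a log2 fold change of 5.69 (standard error 0.85, edgeR adjusted p = 2.42e-04), higher in 6 of 6 libraries.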
